# UBC9 coordinates inflammation affecting development of bladder cancer

**DOI:** 10.1038/s41598-020-77623-9

**Published:** 2020-11-26

**Authors:** Xiaoliang Huang, Yuting Tao, Jiamin Gao, Xianguo Zhou, Shaomei Tang, Caiwang Deng, Zhiyong Lai, Xinggu Lin, Qiuyan Wang, Tianyu Li

**Keywords:** Bladder cancer, Cancer epigenetics, Urological cancer

## Abstract

Dysregulation of SUMO modification is linked to carcinogenesis. UBC9 is the sole conjugating enzyme in sumoylation and plays a pivotal role in maintaining homeostasis and restraining stress reactions. However, the clinical significance and function of UBC9 in bladder cancer remain unclear. In this study, immunohistochemistry was used to determine the expression of UBC9. UBC9 knock-down and SUMO inhibition were conducted followed by proliferation, migration, and cell cycle assays. RNA sequencing and bioinformatic analysis were used to identify potential mechanisms of UBC9. Cytokine membrane antibody array was used to detect the expression of cytokine. The mass cytometry TOF (CyTOF) was used to explore the association between bladder cancer stem cell-like population and UBC9 expression. Our results showed that UBC9 played a dual role in bladder cancer. UBC9 was up-regulated in bladder cancer, but was negatively correlated with TNM stage and grade. Knocking-down of UBC9 resulted in dramatic activation of inflammatory gene expression, which might cause inhibition of cell proliferation and inducing cell apoptosis. IL6 was the hub gene in UBC9 regulatory network. Markedly up-regulated IL6 after knocking-down of UBC9 activated the expression of CD44, which was a prominent marker of cancer stem cells. Thus, our results revealed an important and previously undescribed role for UBC9 in modulation of inflammatory signaling of bladder cancer. UBC9 in bladder cancer cells is required to maintain high sumoylation levels and alleviate stress-related inflammation threats to cell survival. Lacking UBC9 contributes to inflammation activation, epithelial–mesenchymal transition and stem cell-like population formation, leading to cancer progression.

## Introduction

Bladder cancer is the fourth most common cancer in men and the ninth most common worldwide^1^. Although many treatment options, such as radical cystectomy, transurethral resection of bladder tumor (TURBT), systemic chemotherapy are available, the prognosis of invasive bladder cancers still remains poor^2^. Despite the important progressive of targeted therapy in several cancers, there is still no satisfactory targeted therapeutic reagent for bladder cancer^3^. Thus, it is urgently needed to discover the associated molecular mechanisms in the tumorigenesis and development of bladder cancer and identify potential biomarkers to improve the diagnosis and treatment of bladder cancer.

Ubiquitin-conjugating enzyme 9 (UBC9) is the sole conjugating enzyme for an essential posttranslational protein modification called sumoylation. This process resembles the ubiquitin pathway in terms of protein maturation, activation, conjugation, and ligation^4^. UBC9 transfers activated small ubiquitin-related modifier (SUMO) to various protein substrates. At least 1,000 human proteins have been confirmed to be connected with SUMO^5^. Importantly, recent advances have clearly demonstrated that sumoylation is critical for homeostasis and modulation of cellular response under stress^6,7^. Malignant cells face stress more frequently because their mechanisms of DNA damage sensing and repair are compromised. Furthermore, the tumor microenvironment typically experiences hypoxia and oxidative stress that stimulates cytokines and triggers inflammation^8^. Many cancer cells therefore enhance sumoylation to mitigate excessive inflammatory responses under intrinsic and extrinsic (e.g., chemotherapy drugs) stresses^9^.

The regulation of UBC9 is a reflection of sumoylation degree^10^. Thus, UBC9 has emerged as a potential target for cancer therapy^11^. Knocking out UBC9 enhances sensitivity to anticancer drugs^12,13^, while small-molecule UBC9 inhibitors, such as 2-D08 and spectomycin B1, show some promise in ameliorating cancers in vitro and ex vivo^14,15^. However, the clinical significance and regulatory mechanism of UBC9 in bladder cancer remain poorly understood. Here, we reported a dual role of UBC9 in bladder cancer. UBC9 in bladder cancer cells is required to maintain high sumoylation levels and alleviate stress-related inflammation threats to cell survival, while lack of UBC9 contributes to stem cell-like population formation and cancer progression by activated inflammation.

## Materials and methods

### Clinical specimens

In the present study, 158 cases of bladder cancer samples and 14 cases of adjacent tissues were obtained from patients at the First Affiliated Hospital of Guangxi Medical University between 2015 and 2019. Among all the samples, 106 cases of bladder cancer samples and 14 cases of adjacent tissues were used for immunohistochemistry. The remaining 52 samples were subjected to RNA sequencing. All of the patients were primary bladder cancer without chemotherapy or radiotherapy before the collection of the tissues. Written informed consents were obtained from all patients. The study was approved by the Ethics and Human Subject Committee of Guangxi Medical University. All experiments and methods were performed according to relevant guidelines and regulations formulated by the Guangxi Medical University.

### Public datasets download

The level three RNA sequencing (RNA-seq) data of The Cancer Genome Atlas (TCGA) Urothelial Bladder Carcinoma and corresponding clinical information were downloaded from The Genomic Data Commons (GDC) Data Portal (https://portal.gdc.cancer.gov/). In addition, three microarray-based datasets, including GSE3167^16^ (14 cases of noncancerous bladder samples and 41 cases of bladder cancer samples), GSE13507^17^ (68 cases of noncancerous bladder samples and 165 cases of bladder cancer samples) and GSE19915^18^ (12 cases of noncancerous bladder samples and 143 cases of bladder cancer samples), were obtained from Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/).

### Immunohistochemistry (IHC) analysis

All the specimens obtained from patients were fixed in 10% neutral formalin and then embedded by using paraffin. The embedded specimens were cut in 5-µm serial sections just before the staining. Immunohistochemistry was performed by using the SPlink Detection Kits SP-9000 (ZSGB-BIO, China) according to the manufacturer’s instructions. The sections processed by deparaffinization, rehydration and blocking endogenous peroxidase activity were incubated with primary antibody overnight at 4 °C. The primary antibodies used in the study include UBC9 (1:300) (sc-10759, Santa Cruz, CA) and IL6 (1:750) (ab9324 Abcam). After incubated with second antibody, a biotinylated donkey anti-goat IgG and horseradish peroxidase-labeled streptomycin working solution, the sections were treated with diaminobenzidine hydrochloride (DAB) to visualize the immunoreactivity. The immunohistochemical scoring was performed by two authors blind to the clinicopathological parameters independently. The score was composed of two parts. One was the extent of staining (percentage of positive tumor cells on a scale: 0% = 0; 1–25% = 1; 26–50% = 2; 51–75% = 3; 75–100% = 4), the other was the intensity of staining (no staining = 0; weak staining = 1; moderate staining = 2; strong staining = 3). The total scores ranged from 0 to 4 were considered as low expression, while ranged from 5 to 7 were considered as high expression.

### Cell culture and drug treatment

Human bladder cancer T24 and 5637 cells were obtained from the cell bank Shanghai Institute of Biochemistry and Cell biology, Shanghai, People’s Republic of China at November, 2013, which was less than 6 months before the start of the experiments. The cells were authenticated by using the short tandem repeat (STR) profiling method (Generi Biotech Ltd, Czech Republic). Last STR analysis was carried out 6 months before the start of the experiments. The cells were routinely grown in Dulbecco’s modified Eagle medium (DMEM), supplemented with 10% fetal bovine serum (FBS) at 37 °C in a humidified CO_2_ incubator (5% CO_2_). The SUMO inhibitor 2-D08 was purchased from Merck Millipore (Burlington, MA, USA)^14^. T24 and 5637 cells were treated with 50–100 μM concentrations of 2-D08 and control groups were treated with DMSO.

### Lentiviral vectors mediated UBC9-specific shRNA stable transfection

The shRNA targeting scrambled control and UBC9 were purchased from Transheep (Shanghai, China). The shRNA sequences were as the following: 5′-ccgg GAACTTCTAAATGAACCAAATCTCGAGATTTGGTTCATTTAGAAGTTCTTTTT g-3′. Target shUBC9 was first cloned into the pLKO.1 vector. And transfection was performed with Lipofectamine LTX reagent (Invitrogen) and Opti-MEM media. Lentivirus-transfected 293 T cells were incubated at 37 °C for 48 h and lentiviral particles were harvested by centrifugation and concentrated using the Lenti-Pac™ Kit (GeneCopoeia Inc., Guangzhou, China). Then T24 and 5637 cells were infected by concentrated virus and incubated for 48 h. Cells were selected with puromycin (2 μg/mL) 24 h later and cultivated 2 weeks to produce stable UBC9 shRNA-transfected vector.

Real-time quantitative polymerase chain reaction (RT-qPCR).

Total RNA was extracted using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. cDNA was reverse-transcribed from 2 to 6 μg of the total RNA using M-MLV Reverse Transcriptase (Promega, Madison, WI). RT-qPCR were performed using StepOnePlus™ Real-Time PCR System (ABI, USA) in a volume of 20 μL reaction mixture including 0.1 μM primers, 10 μL 2 × FastStart Universal SYBR Green Master (Rox, Switzerland), and 20–100 ng cDNA sample. The primers used in the current study were list in Table S1. All experiments were repeated at least three times. The relative mRNA level was normalized using β-actin mRNA level and calculated using 2^−ΔΔCT^ method^19^.

### Western blot analysis

Total proteins were isolated using cell lysis buffer (Thermo, Rockford, IL, USA), followed by quantifying using BCA protein assay kit (Pierce, Rockford, IL, USA). About 50 μg protein was subjected to electrophoresis using SDS-PAGE, and then was transferred to the NC membrane. Membrane was incubated with antibody UBC9 (ab199073, Abcam) with a dilution of 1:1000 at 4 °C for 12 h. The antibody β-actin (ab8226, Abcam) was used as an internal control.

### Cell proliferation and migration assay

Cell proliferation was detected by methyl thiazolyl disphenyl tetrazolium bromide (MTT) assay and clone formation assay. For MTT assay, cells (0.5–1 × 103) were incubated for 24–120 h in 96-well tissue culture plates. After the incubation was over, we added 10 μL MTT stock solution (5 mg/mL; Sigma) into each well and incubation for 4 h at 37 °C. Then 100 μL dimethyl sulfoxide was added into each well. The absorbance was detected by using luminometer (FLUOstar Omega). For clone formation assay, 200, 400, and 800 cells were planted in 6-well plates and cultivated at 37 °C. The culturing was continued until the clones became visible by naked eyes. The clones were incubated with a staining solution containing 0.1% crystal violet and 20% methanol before being imaged and counted. Cell migration was estimated by scratch wound healing assay. Cells at a density of around 80% confluence were scratched by a sterile 200 µL plastic pipette tip. After 24 h, cells were fixed with methanol and photographed. ImageJ was used to quantitate the width of the wound.

### Apoptosis assay by annexin V-fluorescein isothiocyanate/propidium iodide (AnnexinV-FITC/PI) staining

Cells were harvested after 72 h transfection and washed using cold PBS. Then 100 µL of AnnexinV-FITC/PI was used to resuspend cells and incubate for 10–15 min. The FACSCalibur flow cytometry was used to examine stained cells.

### Cell cycle analysis (image-flow cytometry assay)

Transfected cells were harvested and washed with cold PBS twice follow by fixed in cold 70% ethanol. The Cell Cycle Analysis Kit (MultiSciences, China) was used to analyze the cell cycle distribution. The software ModFit 5.2 was used to sort and calculate the cells in different phases of cell cycle.

### Cytokine antibody arrays

The expression of cytokines in cells was detected by using Human Cytokine Antibody Array Membrane ab133998 (Abcam, Cambridge, UK) according to the manufacturer’s instructions. Briefly, cells were lysed and total protein was extracted. Then 200–250 μg of total protein was dissolved in blocking buffer and incubated with the array membrane at 4 °C overnight. The levels of cytokines were determined by chemiluminescence assay and quantified by densitometry, normalized to a positive control. This array membrane allows detecting 80 cytokines including: ENA-78, GCSF, GM-CSF, GRO, GRO-alpha, I-309, IL-1alpha, IL-1beta, IL-2, IL-3, IL-4, IL-5, IL-6, IL-7, IL-8, IL-10, IL-12 p40/p70, IL-13, IL-15, IFN-gamma, MCP-1, MCP-2, MCP-3, MCSF, MDC, MIG, MIP-1beta, MIP-1delta, RANTES, SCF, SDF-1, TARC, TGF-beta1, TNF-alpha, TNF-beta, EGF, IGF-I, Angiogenin, Oncostatin M, Thrombopoietin, VEGF-A, PDGF-BB, Leptin, BDNF, BLC, Ckß8-1, Eotaxin, Eotaxin-2, Eotaxin-3, FGF-4, FGF-6, FGF-7, FGF-9, Flt-3 Ligand, Fractalkine, GCP-2, GDNF, HGF, IGFBP-1, IGFBP-2, IGFBP-3, IGFBP-4, IL-16, IP-10, LIF, LIGHT, MCP-4, MIF, MIP-3 alpha, NAP-2, NT-3, NT-4, Osteopontin, Osteoprotegerin, PARC, PLGF, TGF-beta2, TGF-beta3, TIMP-1, TIMP-2^20^.

### RNA-seq analysis

Total RNA was extracted using Trizol reagent (Invitrogen). The construction of RNA-seq library was based on the protocol of the IlluminaTruSeq RNA Sample Preparation Kit (illumina). Finally, RNA-seq analysis was performed by WuXi NextCODE company (WuXi NextCODE, China) using Illumina HiSeqX Ten platforms. Each sample was repeated thrice. After quality control and trimming adaptor, reads were mapped onto human genome GRCh38 using the CLC Biomedical Genomics Workbench 4 (QIAGEN Bioinformatics), with the default mapping parameters. P < 0.05 and |fold change|> 2 were defined as the thresholds to identify differentially expressed genes (DEGs). The hierarchical clustering analysis was conducted by using pheatmap. Gene ontology (GO) enrichment analysis was performed by clusterProfiler^21^ and depicted using GOplot^22^. Gene Set Enrichment Analysis (GSEA) was conducted by GSEA software and visualized by using EnrichmentMap (Version 2.2.0) an app of Cytoscape^23^. The false discovery rate (FDR) less than 25% was considered as significance^24^. Protein–protein interaction networks (PPI) were constructed by STRING^25^ (https://string-db.org/) and visualized by using Cytoscape (Version 3.6.0)^26^. RNA-seq data have been deposited in the GEO database (GSE117143).

### Mass cytometry TOF (CyTOF)

Tissue samples were obtained from patients at First Affiliated Hospital of Guangxi Medical University. All solid tumor tissues were collected in DMEM media including 2% FBS (BI Biological), 1% penicillin–streptomycin (Life Technologies) and 0.2% fluconazole on ice. Complete media was prepared with 90% FBS (BI Biological) and 10% DMSO. The tumor tissues were each minced with scissors in 6 cm plates and digested in 2.5 mg/mL collagenase type II (Life Technologies) for 40 min at 37 °C. The cells were filtered through a 70 μm cell strainer, lysed in RBC buffer (Solarbio) , washed, resuspended in complete media and stored at − 80 °C. Resuspend cells to 3 × 10^6^/mL in Maxpar PBS (Fluidigm). Mix well and incubated in 1 mL of 5 μM cisplatin (Fluidigm) at room temperature for 5 min. Quench cisplatin staining by washing with Maxpar Cell Staining Buffer using 5 × the volume of the stained cells. Cells were fixed and permeabilized with 1 mL 1 × Fix I Buffer (Fluidigm) according to the manufacturer’s recommendations. Resuspend sample to be barcoded completely in 1 mL 1 × Barcode Perm Buffer (Fluidigm) and incubate samples for 30 min at room temperature. Following washed twice with Maxpar Cell Staining Buffer (Fluidigm). Cells were stained with an antibody cocktail for 30 min at room temperature. Cells were washed and fixed in 1.6% paraformaldehyde. Adding 1 mL of 125 nM Cell-ID Intercalator-Ir (191/193Ir, Fluidigm) to each sample and gently vortex. Incubate overnight at 4 °C. Wash cells with Maxpar Cell Staining Buffer and Milli-Q Water.Prepare 0.1 × EQ beads to re-suspend all samples, then filter through a 35-um nylon mesh and then analyzed on CyTOF 2 Mass Cytometer within the Fluidigm CyTOF acquisition software. CyTOF data were uploaded into Cytobank^27^, gating the populations of interest manually. To visualize the data in low dimension, the t-SNE algorithm was used. viSNE analysis was performed within the Cytobank web application, and viSNE plots were generated from each patient’ tumor samples.

### Statistical analysis

The statistical analysis was performed by using SPSS 20.0. Quantitative variable was summarized as means ± standard deviation (SD). The student’s t test was used to analyze the difference between two independent groups. Receiver operating characteristic (ROC) was constructed to evaluate the effectiveness of UBC9 to distinguish bladder cancer samples from noncancerous bladder cancer samples. Youden’s Index was used to identify the cut-off values. A value of P < 0.05 calculated by two-tailed test was considered significant.

## Results

### UBC9 up-regulated in bladder cancer

To evaluate the expression of UBC9 in bladder cancer samples, we downloaded the bladder urothelial carcinoma TCGA data generated from 408 bladder cancer samples and 19 adjacent normal tissues. The TCGA data showed that UBC9 was remarkably upregulated in bladder cancer samples (P = 4.0 × 10^–5^). Datasets from GEO also demonstrated that UBC9 was significantly increased in bladder cancer samples (P = 3.92 × 10^–4^ for GSE3167, P = 0.003 for GSE13507, P = 0.002 for GSE19915) (Fig. 1A). To assess the diagnostic value of UBC9 in bladder cancer, the receiver operator characteristic (ROC) curve was employed to analyze the sensitivity and specificity based on TCGA data. The area under the curve (AUC) of UBC9 was 0.737. And the sensitivity and specificity at a cut-off value of 11.20 were 0.54 and 0.90, respectively (Fig. 1B).

**Figure 1:**
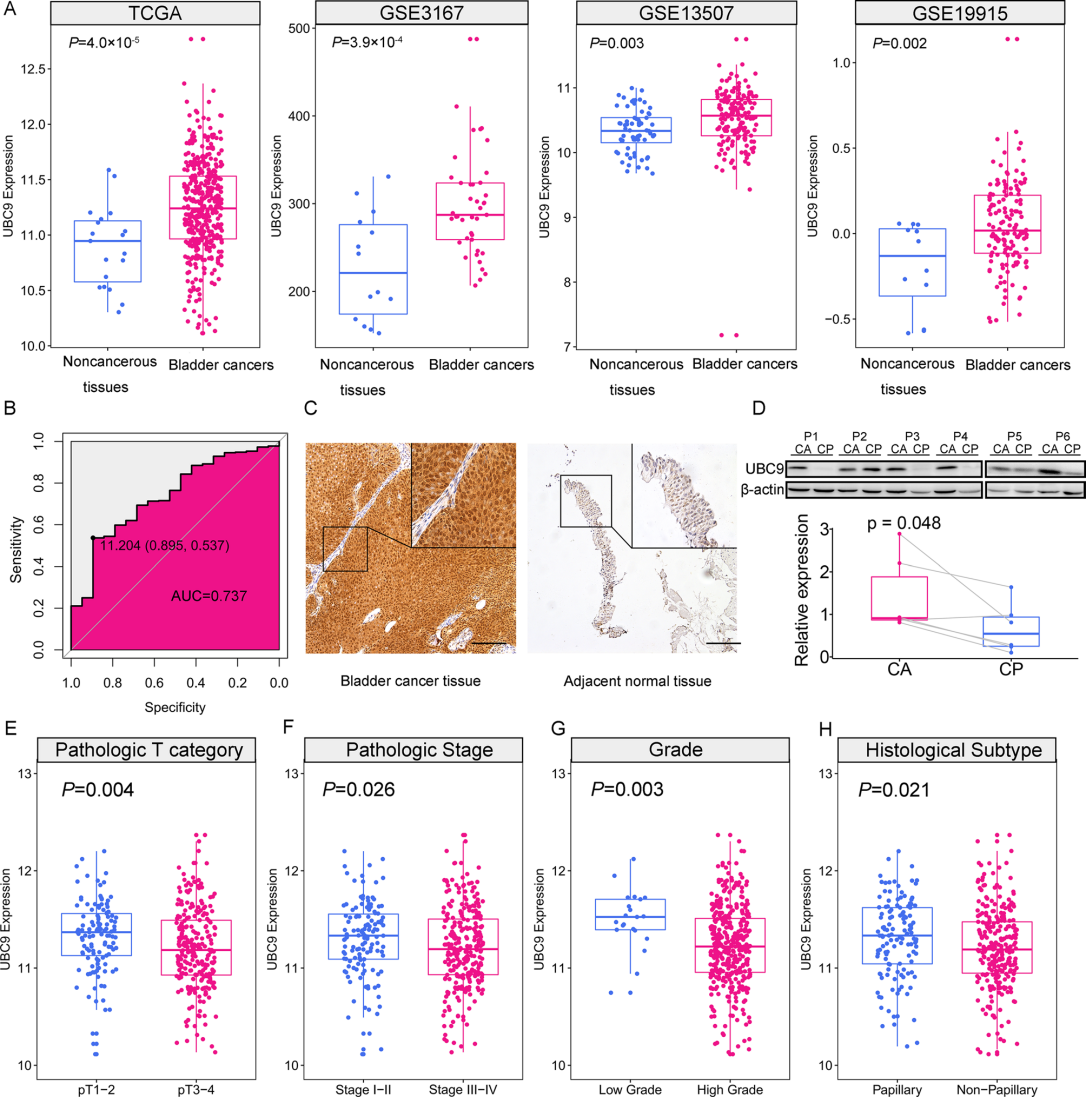
The expression and clinical significance of UBC9 in bladder cancer. (**A**) The expression of UBC9 in noncancerous bladder tissues and bladder cancer samples based on data from public datasets. (**B**) The ROC curve and AUC of UBC9. (**C**) Representative images of IHC detecting the expression of UBC9 in bladder cancer tissues and adjacent normal tissues. Scale bars = 20 μm. (**D**) Western blot detect UBC9 in 6 pairs of bladder cancer tissues and cancer-adjacent normal tissues. *CA* cancer tissues, *CP* cancer-adjacent normal tissues. (**E**) The expression of UBC9 in pathologic T1–T2 category vs. pathologic T3-T4 category. (**F**) The expression of UBC9 in pathologic stage i–ii vs. iii–iv. (**G**) The expression of UBC9 in low grade vs. high grade. (**H**) The expression of UBC9 in papillary vs. non- papillary. Means ± SD are shown. *IHC* immunohistochemistry, *ROC* receiver operator characteristic, *AU*C area under the curve.

To further validate the results from public datasets, we performed IHC staining in 106 bladder cancer samples and 14 adjacent normal tissues. UBC9 was detected in both nucleus and cytoplasm and a high level of UBC9 in nucleus was, in most cases, associated with a high level of UBC9 in cytoplasm. So, the UBC9 score in the present study was a combination of both nuclear and cytoplasmic staining signal. The expression of UBC9 was significantly higher in bladder cancer samples (84.9%, 90/106) compared with adjacent normal tissues (42.9%, 6/14) (P = 0.001) (Fig. 1C, Table S2). To further analyze the expression of UBC9 protein, we used western blot to detect UBC9 in another 6 pairs of bladder cancer tissues and adjacent normal tissues. The results showed that UBC9 protein was up-regulated in cancer tissues (Figs. 1D and S1, P = 0.048).

To explore the relationship between UBC9 expression and clinicopathological features, we stratified patients according to different clinicopathological parameters and compared the expression of UBC9. The expression of UBC9 was notably higher in pT1-2 than that of pT3-4 (Fig. 1E, P = 0.004). With regard to TNM stage, the expression of UBC9 in advanced stage patients (III and IV) was lower compared with early stage (I and II) (Fig. 1F, P = 0.026). Compared with those in high grade, the level of UBC9 in patients with low grade was significantly higher (Fig. 1G, P = 0.003). As for the histological subtype of the bladder cancer samples, we found that the expression of UBC9 was significantly higher in papillary than in non-papillary subtype (Fig. 1H, P = 0.021).

### Knocking-down of UBC9 inhibits cell proliferation and arrests cell cycle progression

To explore the biological function of UBC9 in bladder cancer, we established two bladder cancer cell lines, T24 and 5637, with stable expression of shRNA targeting UBC9 (shRNA-UBC9) and negative control shRNA (shRNA-NC). The effect of knockdown was confirmed by using RT-qPCR and western blot. As shown in Fig. 2A, the UBC9 mRNA expression was significantly decreased after shRNA-UBC9 transfection (T24: P = 0.009; 5637: P = 0.003). The relative mRNA expression was reduced by 72.2% and 50.3% in T24 and 5637 cells, respectively, compared to the control group. Furthermore, the UBC9 protein levels were also downregulated after knockdown of UBC9 (Figs. 2B, S2). These results indicated the efficient knockdown of UBC9.

**Figure 2:**
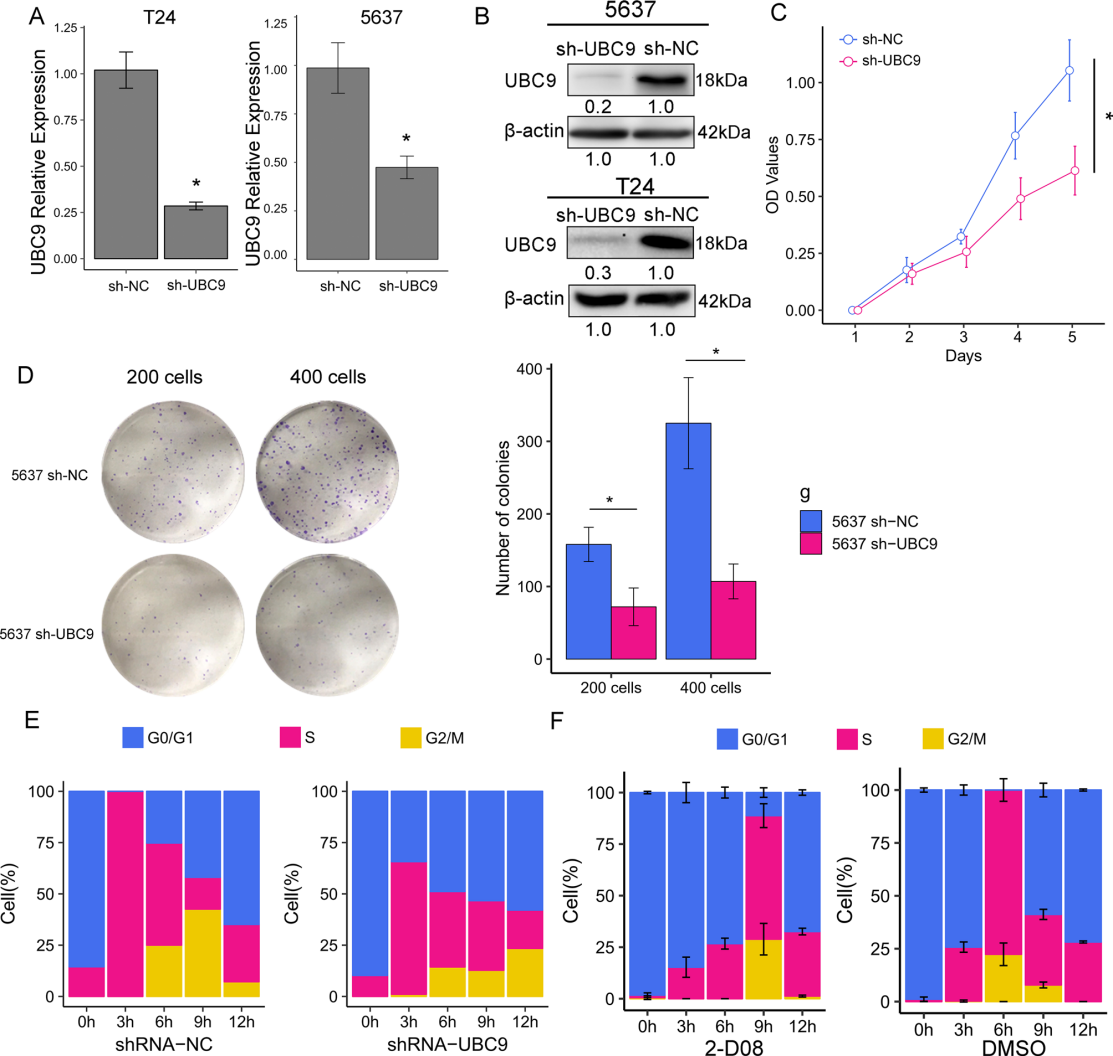
Knockdown of UBC9 inhibits proliferation andarrests cell cycle progression in bladder cancer cell. (**A**) RT-qPCR detected the expression of UBC9 in cells transfected with shRNA-NC and shRNA-UBC9. (n = 3 independent preparations) (**B**) Western blot detected the expression of UBC9 in cells transfected with shRNA-NC and shRNA-UBC9. (**C**) Effect of silencing UBC9 on cell proliferation evaluated by MTT assay. (n = 3 independent preparations) *P < 0.05. (**D**) Clones were stained with Giemsa and photographed with a digital camera. The number of clones was accurately calculated and statistically analyzed. (**E**) The cell cycle was synchronized using a double thymidine block. The stacked plots showed the percentage of the cells in each cycle phase at each time point. Left: cells transfected with shRNA-NC. Right: cells transfected with shRNA-UBC9. Blue: G0 phase. Red: S phase. Gold: G2 and M phase. (**F**) The cell cycle was synchronized using a double thymidine block. The stacked plots showed the percentage of the cells in each cycle phase at each time point. Left: cells transfected with 2-D08. Right: cells transfected with DMSO.

To address the function of UBC9 in bladder cancer cells, we first compared the cell proliferation between shRNA-UBC9 and shRNA-NC group by using MTT assay in T24 cells. We found that knockdown of UBC9 significantly decreased cell proliferation (P = 0.030) (Fig. 2C). In clone formation assay, we also found that the colony forming abilities of 5637 cells was significantly inhibited compared to negative control cells (Fig. 2D). To determine the biological role of UBC9 in cell cycle, we compared cell cycle progression between shRNA-UBC9 group and shRNA-NC group in T24 cells dynamically. The cell cycle was firstly synchronized at the G1/S boundary by a double thymidine block and then released in the same time. With the cell cycle progression, we found that, in the shRNA-NC group, most of the cells in G0/G1 phase passed S phase and then entered G2/M phase in 6–12 h. However, in the shRNA-UBC9 group, cells in the G0/G1 phase entered S phase slowly in 0–12 h, suggesting that knockdown of UBC9 caused a cell cycle arrest in G0/S phase (Fig. 2E). To further validate the effect of UBC9 in cell cycle, we treated T24 cells with 50 μM 2-D08, which inhibits sumoylation by blocking transfer of SUMO from the UBC9-SUMO thioester to the substrate^14^. As shown in Fig. 2F, T24 cells treated with 2-D08 remained in G0/G1 phase in 0–6 h, indicating 2-D08 arrested cell cycle progression in G1/S phase. The representative flow charts were shown in Fig. S3.

### Knocking-down of UBC9 inhibits cell migration and promotes cell apoptosis

Given that cell migration is a vital step in cancer progression and metastasis, we performed a scratch wound healing assay to evaluate the role of UBC9 in bladder cancer cell migration. As shown in Fig. 3A, the wound closure of shRNA-UBC9 group was significantly delayed after 24 h (Fig. 3A, P = 0.001). To evaluate the function of UBC9 in cell apoptosis, we used a flow cytometer to compare the apoptosis rate between the two groups. The proportion of early apoptotic cells was significantly increased in the shRNA-UBC9 compared with the shRNA-NC group (66.8% vs. 43.8%, P = 0.006) (Fig. 3B). In addition, we observed similar results by using SUMOylation inhibitor 2-D08. T24 cells and 5637 cells were treated with 100 μM 2-D08 respectively. As shown in Fig. 3C,D, the early apoptotic cells were significantly increased in T24 cells and 5637 cells treated with 2-D08 (T24: P = 0.014; 5637: P = 0.014). These results indicated that silencing of UBC9 inhibited migration and promoted apoptosis in bladder cancer cells.

**Figure 3:**
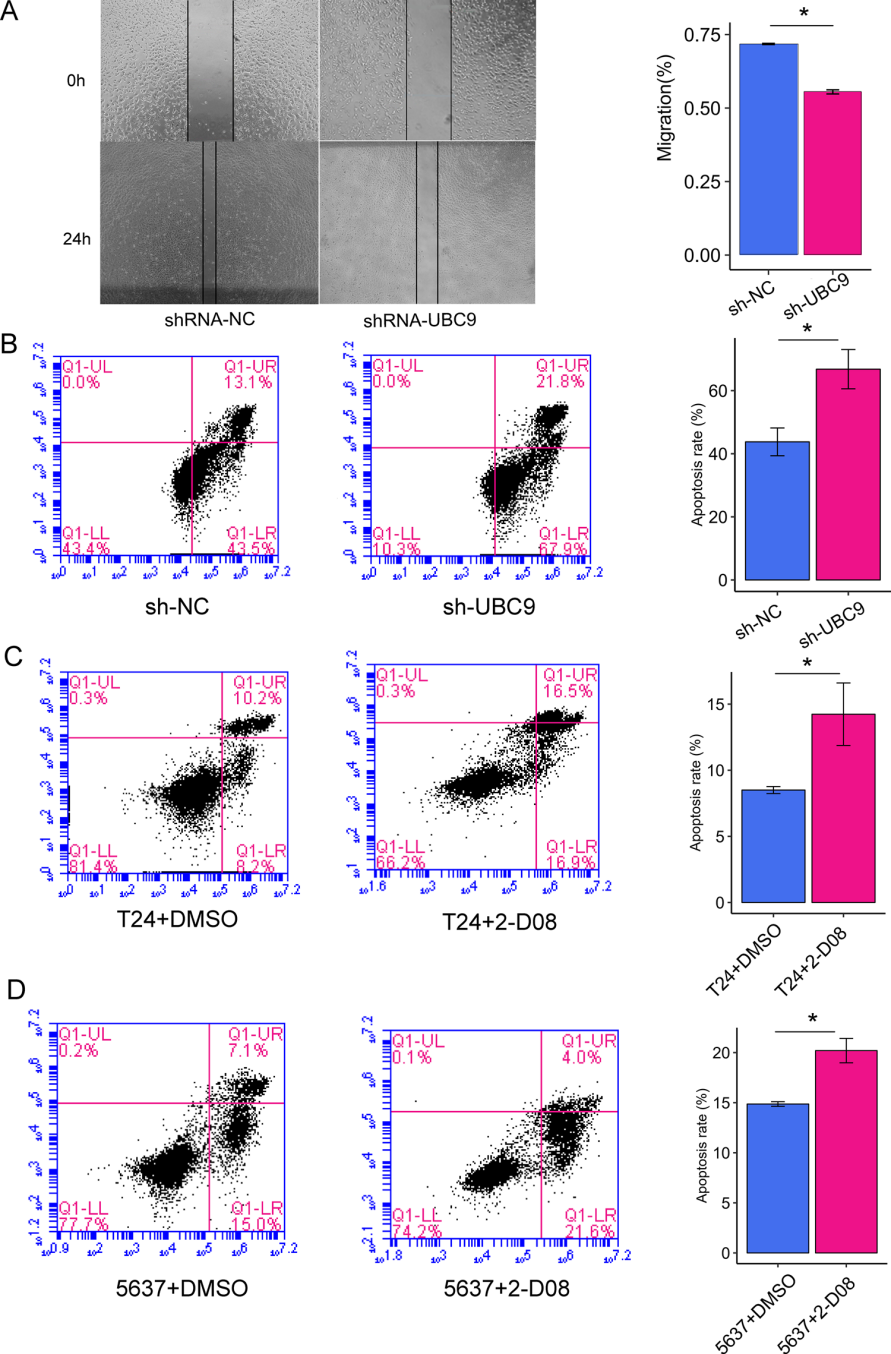
Silencing of UBC9 inhibits migration and promotes apoptosis. (**A**) Representative images of wound healing assay at 0 h and 24 h and quantization of cell migration in the wound healing assay during 24 h. (n = 3 independent preparations). (**B**–**D**) Effect of silencing UBC9 on cell apoptosis evaluated by AnnexinV-FITC/PI staining. The right upper quadrant showed the percentage of later apoptotic cells and the right lower quadrant showed the percentage of early apoptotic cells. Means ± SD are shown.

### UBC9 regulates inflammation-related pathways in bladder cancer

To identify genes potentially regulated by UBC9 in bladder cancer, RNA-seq was performed on shRNA-UBC9 and shRNA-NC T24 cells, with each sample repeated three times. 

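T24 is an established human bladder cancer cell line. It carried either the UBC9 shRNA (shRNA-UBC9) or the scrambled control shRNA (shRNA-NC), and RNA from 3 samples of each group was sequenced. The authors mapped the reads to GRCh38 with the CLC Biomedical Genomics Workbench and deposited RPKM values, reads scaled to gene length and to the total of mapped reads, for 58174 genes in each of the 6 samples. Read counts are not in the files analysed here, so the absolute depth of each sample is unknown. The values of low genes rise in steps worth 1 read, which gives the depth of each sample relative to shRNA-NC replicate 1. This relative depth was 1 for shRNA-NC replicate 1, 1.16 for replicate 2 and 1.134 for replicate 3. It was 1.208 for shRNA-UBC9 replicate 1, 1.181 for replicate 2 and 0.945 for replicate 3, so the ranges of the 2 groups overlapped. Between 18059 and 19725 genes had an RPKM above 0 in a sample. RPKM summed to between 230990.5 and 231191.5 in the shRNA-NC samples and to between 231244 and 238944.5 in the shRNA-UBC9 samples. No gene had the same value above 0 in any pair of samples, so no library appears 2 times. From there, the 12428 genes with an RPKM of at least 0.5 in at least 3 of the 6 samples were tested with limma on log2(RPKM + 0.1), with p-values adjusted by the Benjamini-Hochberg method. All fold changes are on that scale, which understates the change of low genes. An exact permutation test of 3 samples against 3 cannot give a p below 0.1.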

DEGs were selected based on the cutoff value of |log (fold change)|> 1 and FDR < 0.05. 

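Across the 12428 tested genes, the Pearson correlation of log2(RPKM + 0.1) between replicates of the same group ranged from 0.9785 to 0.9904. Between an shRNA-UBC9 and an shRNA-NC sample it ranged from 0.9114 to 0.9432. The lowest correlation within a group thus exceeded the highest between groups by 0.0353, and average-linkage clustering placed the 3 replicates of each group together. These correlations are across genes, which are not independent replicates. The first principal component held 76.5% of the variance and separated the groups, and the second held 10.4%. Without the filter on low genes the gap between within-group and between-group correlations was smallest, at 0.0083. From the hierarchical clustering in Fig. 4A, the paper concludes that the replicates of each group were highly concordant. That heat map holds DEGs, which were chosen for differing between the groups. The clustering here used all 12428 tested genes.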

Unsupervised hierarchical cluster analysis indicated that the three replicates of each group were highly concordant (Fig. 4A). 

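With a |log2 fold change| > 1 and an adjusted p-value below 0.05 as the cutoff, limma on log2(RPKM + 0.1) gave 981 DEGs, of which 646 were up-regulated and 335 were down-regulated in shRNA-UBC9. The median log2 fold change over the 12428 tested genes was 0.005. The samples of both groups are numbered 1 to 3 in the labels. With this number as a replicate block, 974 DEGs were found, 642 up-regulated and 332 down-regulated. The pairing is taken from the labels. Over all tested genes, the mean correlation of deviations from the group means was -0.155 for samples with the same number and 0.078 for samples with different numbers. The interferon-stimulated genes differed from this: on average they were highest in replicate 2 of both groups, by 0.366 above the group mean in shRNA-NC and 0.67 in shRNA-UBC9 on the log2 scale. The count was most sensitive to the treatment of low values. A pseudocount of 1 left 552 DEGs (391 up-regulated and 161 down-regulated), and testing every gene detected in any sample gave 1206. The methods section states a P threshold without naming an adjustment, and with it read as unadjusted the count was 1003.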

Totally, 744 DEGs including 437 up-regulated genes and 307 down-regulated genes were identified (Fig. 4B). The top 10 upregulated and top 10 down-regulated genes with RPKM over 0.5 in shRNA-UBC9 group were marked in Fig. 4C. 

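All 10 up-regulated genes marked in Fig. 4C passed the cutoff in the same direction here, with log2 fold changes from 4.526 for MX1 to 7.405 for CSF3 and adjusted p-values of at most 0.000602 (limma). All 10 down-regulated genes did so too, from -3.22 for THBS1 to -2.351 for CPA4, with adjusted p-values of at most 0.0027. THBS1 fell from 57.87 ± 5.37 RPKM (SD, n = 3) in shRNA-NC to 6.21 ± 1.38 RPKM (SD, n = 3) in shRNA-UBC9. GACAT2 fell from 6.86 ± 2.59 to 0.745 ± 0.195 RPKM (SD, n = 3 each), a log2 fold change of -3.009. ANGPTL4 rose from 1.06 ± 0.56 to 64.4 ± 67.2 RPKM (SD, n = 3 each). Its SD in shRNA-UBC9 exceeded its mean because replicate 1 had 142.0 RPKM and replicates 2 and 3 had 26.9 and 24.3 RPKM, all above every shRNA-NC sample. For ANGPTL4 a pseudocount of 1 lowered the log2 fold change from 5.404 to 4.535. Among all DEGs with a mean RPKM over 0.5 in shRNA-UBC9, 645 were up-regulated and 278 were down-regulated.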

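Among the tested genes, 168 were on at least 1 of the hand-written lists of cytokines, chemokines, NOD-like receptor signaling, Jak-STAT signaling and interferon-stimulated genes. Of these, 74 (44.0%) were up-regulated DEGs and 4 were down-regulated DEGs, while 4.7% of the other tested genes were up-regulated DEGs. IL1B rose from 27.6 ± 5.1 RPKM (SD, n = 3) in shRNA-NC to 469.7 ± 59.0 RPKM (SD, n = 3) in shRNA-UBC9, a log2 fold change of 4.093 (standard error 0.151, adjusted p = 6.9e-06 from limma). IL1A rose from 10.6 ± 3.3 to 119.5 ± 16.9 RPKM (SD, n = 3 each) and CXCL8 from 58.5 ± 37.4 to 1401.7 ± 149.8 RPKM (SD, n = 3 each). The spread of CXCL8 in shRNA-NC came from values between 26.4 and 99.6 RPKM, far below the lowest shRNA-UBC9 value of 1243.6 RPKM. Leaving out shRNA-NC replicate 2 moved the log2 fold change of CXCL8 most, from 4.782 to 5.269.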

Unexpectedly, we observed that many of the significant up-regulated genes were inflammatory factors. 

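CSF3 rose from 3.93 ± 2.08 RPKM (SD, n = 3) in shRNA-NC to 619.7 ± 138.3 RPKM (SD, n = 3) in shRNA-UBC9, a log2 fold change of 7.405 (standard error 0.399, adjusted p = 1.6e-05 from limma). PTGS2 rose from 1.27 ± 0.42 to 129.0 ± 61.7 RPKM (SD, n = 3 each), a log2 fold change of 6.493 (standard error 0.332, adjusted p = 1.4e-05). CXCL3 rose from 2.40 ± 1.26 to 98.9 ± 22.1 RPKM (SD, n = 3 each), with a log2 fold change of 5.457 (standard error 0.408, adjusted p = 7.7e-05). IL6 rose from 2.41 ± 1.88 to 86.7 ± 19.8 RPKM (SD, n = 3 each), with a log2 fold change of 5.383 (standard error 0.482, adjusted p = 0.000182). CCL20 was near 0 in shRNA-NC, at 0.327 ± 0.152 RPKM (SD, n = 3), and reached 94.9 ± 50.0 RPKM (SD, n = 3) in shRNA-UBC9, a log2 fold change of 7.709 (standard error 0.395, adjusted p = 1.4e-05). For each of the 5 genes every shRNA-UBC9 sample exceeded every shRNA-NC sample (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The differences among the 5 log2 fold changes depend on the pseudocount for the lowest genes. With a pseudocount of 1, the log2 fold change of CCL20 was 6.036 and that of CSF3 was 7.052.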

The CSF3, PTGS2, CXCL3, IL6 and CCL20 were the top five most increased genes. To validate the results of RNA-seq, we selected 11 DEGs to detect their expression using RT-qPCR. As shown in Fig. 4D, the results generated by RT-qPCR were similar to those detected by RNA-seq, suggesting the credibility of RNA-seq. 

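Fig. 4D shows 12 genes measured by RT-qPCR, whose values are not in the files analysed here. In the RNA-seq data every shRNA-UBC9 sample exceeded every shRNA-NC sample for all 12, and 11 of them were up-regulated DEGs. The largest log2 fold changes after CCL20 and CSF3 were those of PTGS2, CXCL3 and IL6. C3 rose from 1.42 ± 2.20 RPKM (SD, n = 3) to 24.6 ± 6.3 RPKM (SD, n = 3), and its large spread in shRNA-NC came from replicate 2, with 3.96 RPKM against 0.161 and 0.135 RPKM in the others. Its log2 fold change of 5.265 had a standard error of 0.951. IFI44L had a log2 fold change of 4.956, ESM1 of 4.212, CXCL1 of 3.812 and CASP1 of 1.883, each with an adjusted p-value of at most 0.00759 (limma). CD44 rose from 71.3 ± 1.2 to 103.0 ± 19.9 RPKM (SD, n = 3 each). Its log2 fold change of 0.514 (standard error 0.129, adjusted p = 0.016 from limma) was below the cutoff of 1. Without shRNA-UBC9 replicate 1 the log2 fold change of CD44 was 0.362. From the likeness of the RT-qPCR and RNA-seq results, the paper reasons that the RNA-seq data are credible.

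**Figure D1:**
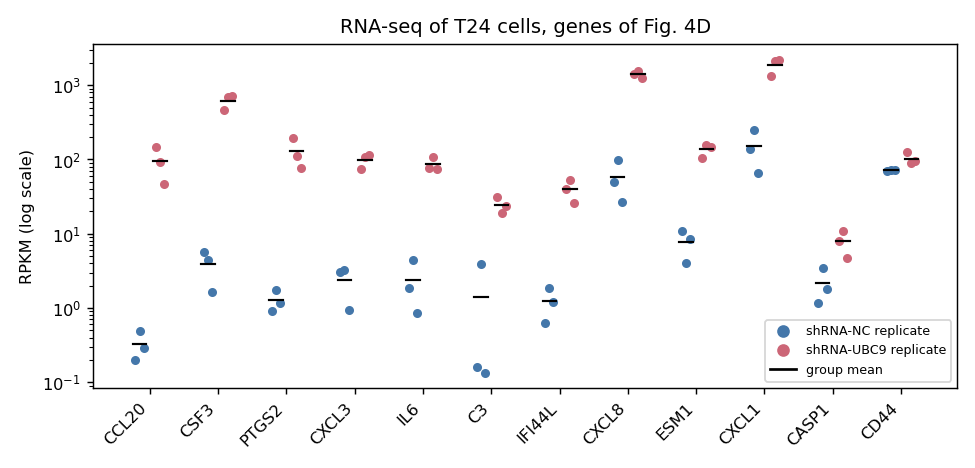
RPKM on a log scale for the 12 genes of Fig. 4D in T24 cells, with a point for each of the 3 shRNA-NC and 3 shRNA-UBC9 samples and a line at each group mean. The groups lie closest for CD44, with means of 71.3 and 103.0 RPKM.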

To further validate these results, we used RT-qPCR to detect the expression of these genes in another bladder cancer cell line, 5637 cells, after knockdown of UBC9. As shown in Fig. S4A, the expression levels of IF44IL, ESM1, CXCL1, CXCL8, CCL20, PTGS2, CSCF3 and IL6 were significantly increased after knockdown of UBC9. Besides, we observed similar results in 5637 cells that the expression levels of CD44, CXCL1, PTGS2, CXCL8, CSF3, ESM1, CXCL3 and IL6 were significantly increased after being treated with SUMOylation inhibitor 2-D08. (Fig. S4B). These results indicated that knockdown of UBC9 triggered dramatic inflammation in bladder cancer.

**Figure 4:**
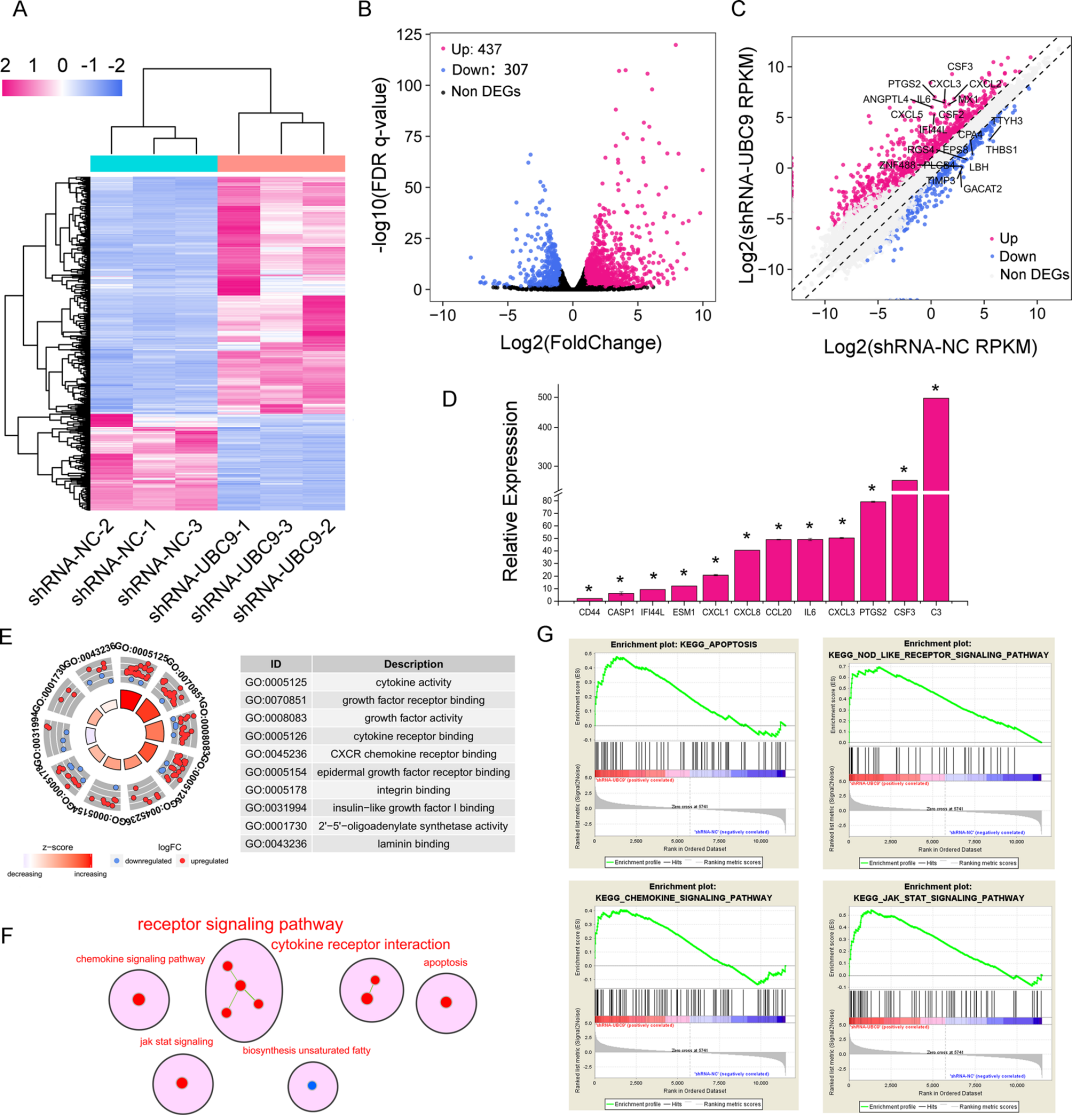
Differentially expressed genes and enrichment analysis after knockdown of UBC9. (**A**) Heat map showed the expression of DEGs in each replicate. Samples (column) and genes (row) were clustered by unsupervised hierarchical cluster analysis. (**B**) Volcano plots showed the differential expression of genes between shRNA-UBC9 and shRNA-NC. Red dots represented the significantly upregulated genes in shRNA-UBC9 group compared with shRNA-NC group (Log2(foldchange) > 1 & FDR P < 0.05). Blue dots represented the significantly downregulated genes in shRNA-UBC9 group compared with shRNA-NC group (Log2(foldchange) < − 1 & FDR P < 0.05). Black dots represented non DEGs. (**C**) Scatterplot illustrated the expression of genes in the shRNA-UBC9 group and shRNA-NC group. The top 10 upregulated and top 10 downregulated genes with RPKM over 0.5 in shRNA-UBC9 group were marked. Reference line represented twofold change. (**D**) The expression of selected DEGs was validated by RT-qPCR. Data was generated from three independent studies. Means ± SD are shown. *P < 0.001. (**E**) The GOCircle plot showed the top 10 significant GO molecular function terms based on adjust P-value. The height of the bar in the inner ring suggested the significance of the corresponding term (− log10 adjusted P-value), and color corresponded to the z-score. The scatterplots plot in the out ring showed the expression level of genes (logFoldChange) in the corresponding term. The term IDs in the out ring corresponded to the description in the right table. (**F**) The map illustrated the results of GSEA. Red dots represented the pathways significantly upregulated in shRNA-UBC9 group. Blue dots represented the pathways significantly downregulated in shRNA-UBC9 group. Clusters of functionally related gene-sets were circled and assigned a representative label. (**G**) The top 4 most significant pathways identified by GSEA.

To gain insights into the regulatory mechanisms of UBC9 in bladder cancer, we performed GO molecular function enrichment analysis by using clusterProfiler. The DEGs served as input data and the top ten most significant GO terms were shown in Fig. 4E. The cytokine activity (GO:0005125) was the most significant term with an adjust P-value of 5.46 × 10^–5^. 

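The GO annotation behind Fig. 4E is not in the files analysed here, so a hand-written list of the cytokines on the antibody array was tested instead. Of the 82 genes listed, 36 passed the expression filter, and 25 of these were DEGs. Their mean log2 fold change was 2.27 (adjusted p = 4.3e-09 from limma's camera test, adjusted over 12 gene sets). The test assumed a correlation of 0.01 between genes of a set. With the correlation estimated from the data the adjusted p-value was 0.211. That setting also bases the degrees of freedom of the test on the samples rather than the genes. With the genes the paper names left out of the list, the mean log2 fold change was 1.023 (adjusted p = 0.00089). Many of those genes were named for their rise in the same samples, so a lower mean was built in.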

We observed that most of the genes enriched in cytokine activity were upregulated after UBC9 silencing. 

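Of the 36 tested cytokine genes, 31 had a log2 fold change above 0 and 5 below 0. Among the DEGs, 22 were up-regulated and 3 were down-regulated in shRNA-UBC9. CSF2 rose from 2.53 ± 1.61 RPKM (SD, n = 3) to 67.4 ± 24.3 RPKM (SD, n = 3), a log2 fold change of 4.918 (standard error 0.555, adjusted p = 0.000497 from limma). LIF rose from 41.3 ± 10.5 to 115.8 ± 20.8 RPKM (SD, n = 3 each), and TNF from 0.924 ± 0.634 to 6.35 ± 0.72 RPKM (SD, n = 3 each). With no filter on low values, the mean log2 fold change of the cytokine list fell from 2.27 to 1.429.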

Furthermore, cytokine activity, cytokine receptor binding and CXCR chemokine receptor binding were closely related with inflammation, thus, knockdown of UBC9 triggered dramatic inflammation in bladder cancer cell. 

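All 11 tested chemokine ligands had a log2 fold change above 0, and 10 of them were up-regulated DEGs. Their mean log2 fold change was 4.36 (adjusted p = 1.9e-08 from limma's camera test with a preset correlation of 0.01 between genes, and 0.211 with the correlation estimated). Among the ligands of the CXCR receptors, CXCL5 rose from 0.971 ± 0.464 to 41.8 ± 7.3 RPKM (SD, n = 3 each) and CXCL2 from 4.47 ± 3.23 to 114.8 ± 21.7 RPKM (SD, n = 3 each). CXCL1 rose from 151.2 ± 92.6 to 1894.0 ± 479.4 RPKM (SD, n = 3 each). CXCL10 varied widely in shRNA-UBC9, with 8.54, 64.6 and 5.06 RPKM in replicates 1, 2 and 3, against at most 0.589 RPKM in shRNA-NC. When genes detected in any sample were tested, the mean log2 fold change of the chemokine ligands fell to 2.092, the lowest of all alternatives. From the enrichment of these genes, the paper concludes that knockdown of UBC9 triggered inflammation in bladder cancer cells.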

To examine the possible pathways regulated by UBC9 in bladder cancer, we conducted GSEA using the KEGG dataset from the Molecular Signatures Database. 

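The KEGG gene sets used by the paper are not in the files analysed here, and hand-written versions of 5 of its pathways were tested with limma's camera test. The 3 inflammatory sets rose: the mean log2 fold change was 4.08 for 12 genes of chemokine signaling, 0.903 for 47 genes of NOD-like receptor signaling and 0.79 for 61 genes of Jak-STAT signaling. The adjusted p-values were 8.6e-09, 0.000801 and 0.000142. With the replicate number as a block the adjusted p-values were 1.2e-10, 0.000258 and 5.7e-05. With the correlation between genes estimated rather than preset at 0.01, they were 0.211, 0.241 and 0.211. That setting also changes the degrees of freedom of the test, so the rise is not the effect of correlation alone. Without the filter on low genes, the mean of chemokine signaling dropped most, to 1.252. The replicate numbers are taken from the labels. Over all tested genes samples with the same number did not deviate together (mean correlation -0.155), but the mean of each of these 3 sets was highest in replicate 2 of both groups.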

Most of the significantly upregulated pathways in shRNA-UBC9 group were related with inflammation. The biosynthesis unsaturated fatty pathway was the only significantly enriched pathway that downregulated in shRNA-UBC9 group (Fig. 4F). 

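The set for biosynthesis of unsaturated fatty acids had a mean log2 fold change of -0.177 over 19 tested genes, of which 8 rose and 11 fell. The adjusted p-value from limma's camera test was 0.201, above the threshold of 0.05 used here for gene sets and below the FDR threshold of 0.25 that the paper states for GSEA. The mean was lowest, at -0.252, when an RPKM of at least 1 was required in every sample (adjusted p = 0.129), and the adjusted p-value was highest, at 0.262, with the correlation between genes estimated. Its clearest member was SCD, which fell from 53.3 ± 3.8 RPKM (SD, n = 3) in shRNA-NC to 12.4 ± 1.2 RPKM (SD, n = 3) in shRNA-UBC9, a log2 fold change of -2.101 (standard error 0.099, adjusted p = 1.4e-05 from limma). FADS2 fell from 5.47 ± 0.44 to 2.61 ± 0.64 RPKM (SD, n = 3 each), while ACOT4 rose from 0.805 ± 0.404 to 1.855 ± 0.486 RPKM (SD, n = 3 each).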

In the upregulated pathways, the apoptosis, NOD-like receptor signaling pathway, chemokine signaling pathway and Jak-STAT signaling pathway were the top four significant pathways (Fig. 4G). 

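In the hand-written versions of these pathways, 13 of 47 tested genes of NOD-like receptor signaling and 11 of 12 of chemokine signaling were up-regulated DEGs. In Jak-STAT signaling 15 of 61 tested genes were up-regulated DEGs and 1 was a down-regulated DEG. In apoptosis the numbers were 7 and 1 of 55. The mean log2 fold change of the apoptosis set was the smallest of the 4, at 0.369 (adjusted p = 0.0326 from limma's camera test). It was 0.24 with an adjusted p-value of 0.0934 when the genes named by the paper were left out. Under the same restriction the mean of NOD-like receptor signaling was 0.353 (adjusted p = 0.0617) and that of Jak-STAT signaling was 0.485 (adjusted p = 0.00234). Many of the genes left out were named for their rise in these data, so lower means were built in. NLRP3 rose from 1.25 ± 0.42 to 4.01 ± 0.15 RPKM (SD, n = 3 each).

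**Figure D2:**
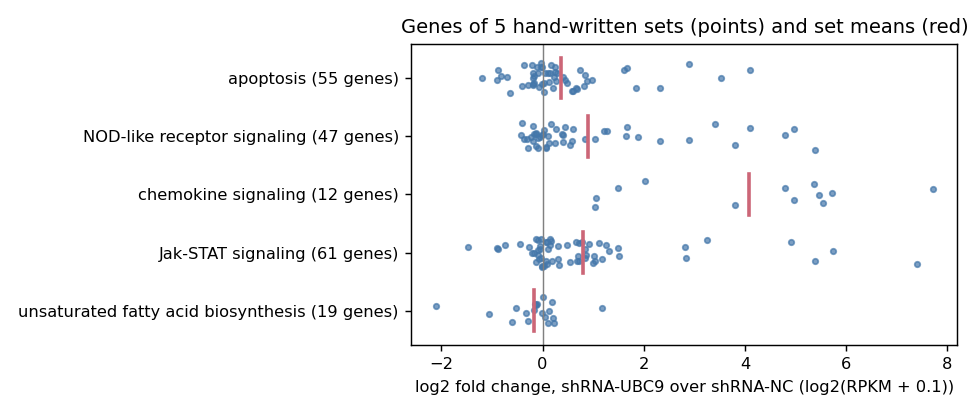
Log2 fold change (shRNA-UBC9 over shRNA-NC, on log2(RPKM + 0.1)) of each tested gene in 5 hand-written gene sets, as points, with the mean of each set as a red line. The means run from -0.177 for unsaturated fatty acid biosynthesis to 4.08 for chemokine signaling, and most apoptosis genes lie near 0.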

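Of the 55 tested apoptosis genes, 32 had a log2 fold change above 0 and 23 below 0. The 7 up-regulated DEGs of the set were BIRC3, NFKBIA, IL1RAP, IL1A, IL1B, IRAK2 and TNF. BIRC3 rose from 1.702 ± 1.201 to 7.729 ± 1.363 RPKM (SD, n = 3 each) and IRAK2 from 9.13 ± 0.75 to 33.1 ± 2.7 RPKM (SD, n = 3 each). FAS was the down-regulated DEG, with 3.79 ± 0.85 RPKM (SD, n = 3) in shRNA-NC and 1.776 ± 1.098 RPKM (SD, n = 3) in shRNA-UBC9. Its log2 fold change of -1.187 (adjusted p = 0.0316 from limma) passed the cutoff in only 1 of the 6 fits that each left out a replicate. From the pathways raised in shRNA-UBC9, the paper proposes that knockdown of UBC9 activated inflammation and apoptosis.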

These results suggested that knockdown of UBC9 caused significantly active inflammation and apoptosis. To further validate the results, we employed a human cytokine antibody arrays to detect the expression of cytokine in protein level. As shown in Fig. 5A and B, the expression of MIP-3α, IL-6, GRO, GM-CSF, IL-8, IL-1β and TIMP-2 were increased after UBC9 knockdown. Interestingly, in bladder cancer simples, most of the genes in the apoptosis, NOD-like receptor signaling pathway, chemokine signaling pathway and Jak-STAT signaling pathway were up-regulated when UBC9 was down-regulated (Fig. 5C). We found that many key molecules in the above-mentioned pathways were significantly negatively relative with UBC9, such as IL6ST (r = − 0.34, P = 2.68 × 10^–12^), CXCL16 (r = − 0.33, P = 6.68 × 10^–11^), IL6 (r = − 0.17, P = 6.97 × 10^–4^) and JAK1(r = − 0.20, P = 4.82 × 10^–5^) (Fig. 5D). These results indicated UBC9 was critical to homeostasis and modulation of cellular response under stress, without the protection of UBC9, bladder cancer cells suffered from intense inflammation.

**Figure 5:**
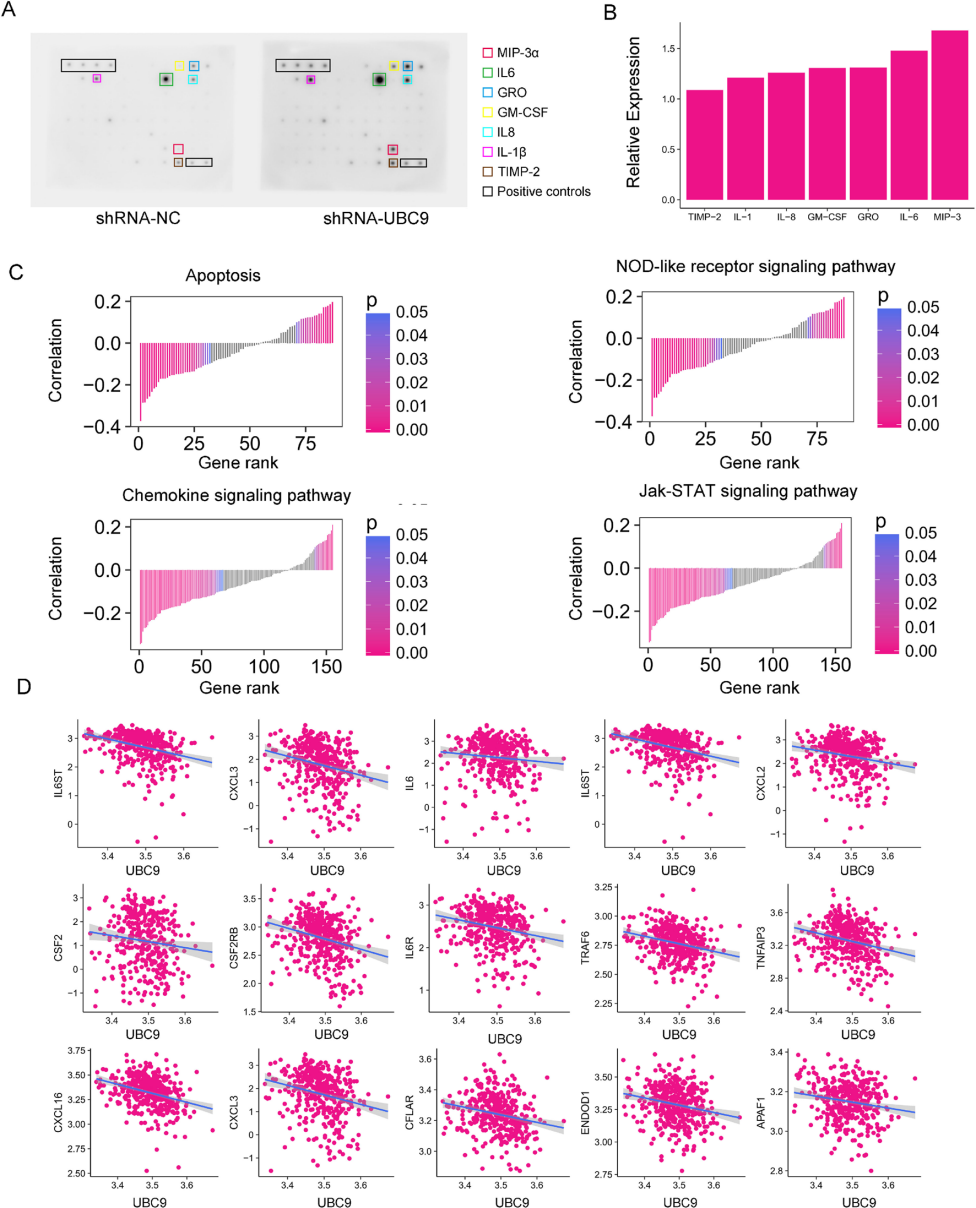
UBC9 regulates inflammatory and apoptotic pathways in bladder cancer. (**A**) The images of antibody arrays of shRNA-NC (left) and shRNA-UBC9 (right). The significantly differential expression cytokines were marked by different colored squares. (**B**) Normalized expression of upregulated cytokines in shRNA-UBC9 detected by antibody arrays. (**C**) The correlation between UBC9 level and the expression of genes in apoptosis, NOD-like receptor signaling pathway, chemokine signaling pathway and Jak-STAT signaling pathway (TCGA data). (**D**) The correlation between UBC9 levels and key genes in the above-mentioned pathways.

### Inflammation and cancer stem cell-like population increased in UBC9-low bladder cancer samples

Since proteins seldom take effect in isolation, it is important to know the interactions between the DEGs and identify the hub gene in the UBC9-regulated network. We constructed the PPI network by using STRING database. The PPI network contained 37 nodes and 211 edges and the average node degree was 11. 

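Of the 36 gene names readable in Fig. 6A, 33 passed the expression filter, and all 33 were up-regulated DEGs, with log2 fold changes from 2.34 to 7.4. IL6 ranged from 0.843 to 4.493 RPKM in the shRNA-NC samples and from 73.8 to 109.4 RPKM in the shRNA-UBC9 samples. Its log2 fold change stayed between 4.824 and 5.966 with each replicate left out in turn. The other 3 names were below the filter. IL6R had 0.243 ± 0.012 RPKM (SD, n = 3) in shRNA-NC and 0.252 ± 0.034 RPKM (SD, n = 3) in shRNA-UBC9. IL1R1 had 0.240 ± 0.184 and 0.465 ± 0.082 RPKM, and CSF2RA had 0.008 ± 0.013 and 0.034 ± 0.046 RPKM (SD, n = 3 each). For none of these 3 did the shRNA-UBC9 samples all exceed the shRNA-NC samples. From the number of its links in the STRING network, which is not in the files analysed here, the paper considers IL6 a hub gene.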

The IL6 with the highest degree of 23 was considered as a hub gene in the UBC9-regulated network (Fig. 6A). To determine the expression of IL6 in bladder cancer samples, we performed IHC in 46 bladder cancer samples and 8 adjacent normal samples. The expression of IL6 was significantly lower in bladder cancer samples (21.7%, 10/46) compared with adjacent normal tissues (75.0%, 6/8) (P = 0.009) (Fig. 6B,C). The negative correlation between UBC9 levels and IL6 levels was also validated the based on IHC (P = 0.006, Fig. 6D). To evaluate the clinical significance of IL6 in bladder cancer, we analyzed the relationship between IL6 and clinical parameters based on TCGA dataset. We also found that IL6 was significantly downregulated in cancer tissues (P = 3.19 × 10^–11^, Fig. 6E). But, the levels of IL6 was significantly increased in patients with pT3-4, lymphatic metastasis, advanced stage, high-grade, non-papillary of gross appearance (all P < 0.05, Fig. 6E,F), which were exactly opposite to UBC9. We further investigated the relationship between IL6 and UBC9 in bladder cancer samples. 52 case of bladder cancer samples were divided into high, medium and low groups according to the mRNA expression of UBC9. 

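The members of the UBC9-signature are not listed in the paper. In the T24 data, the hand-written inflammatory lists named 280 genes, of which 168 were expressed highly enough to be tested and 74 were up-regulated DEGs in shRNA-UBC9. They included OAS1, which rose from 3.00 to 38.2 RPKM on average, and TNFAIP3, which rose from 7.90 to 77.8 RPKM on average (n = 3 each), both larger than the spread between replicates.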

A UBC9-signature was generated, which consist of 98 increased inflammation-related genes after knockdown of UBC9 in T24 cells. In addition, a proliferation-signature was collected from literature^28^. As shown in Fig. 7A, the expression of UBC9-signature was increased in the low group compared with that in the medium and high groups. Inversely, the proliferation-signature was more intense in the high group compared with low group. We also observed that IL6 was increased in the low group. These results indicated that low expression of UBC9 in bladder cancer was associated with activated inflammation and IL6, while high expression of UBC9 was associated with proliferation. IL6-Jak/STAT signaling pathway is implicated in the stemness maintenance of bladder cancer^29^. Interestingly, the expression of CD44, a recognized marker of bladder cancer stem cells^30^, increased two times after UBC9 knockdown (Fig. 4D). We analyzed the correlation between IL6 and CD44. CD44 was positively related with IL6 (Fig. 7B, P = 0.001). CD44 is a widely accepted marker of bladder cancer stem cells, we employed an emerging technology, mass cytometry TOF (CyTOF) which is novel single-cell analysis technology with the ability to analyze more than 35 unique parameters on a million cells, to analyze the cancer stem cell-like population between UBC9-high and UBC9-low bladder cancers samples. We collected 6 bladder cancer samples and divided them into 2 groups according to the expression of UBC9 detected by RT-qPCR. We used CyTOF with a panel of 7 CSCs markers was used for an analysis of how the cancer stem cell-like populations changed with UBC9 expression. As shown in Fig. 7C, most of the CSCs markers were up-regulated in the UBC9-low group. And the CD44-positve cell population was increased in the UBC9-low group (Fig. 7D). These results indicated that low expression of UBC9 might be associated with the stemness maintenance of bladder cancer.

**Figure 6:**
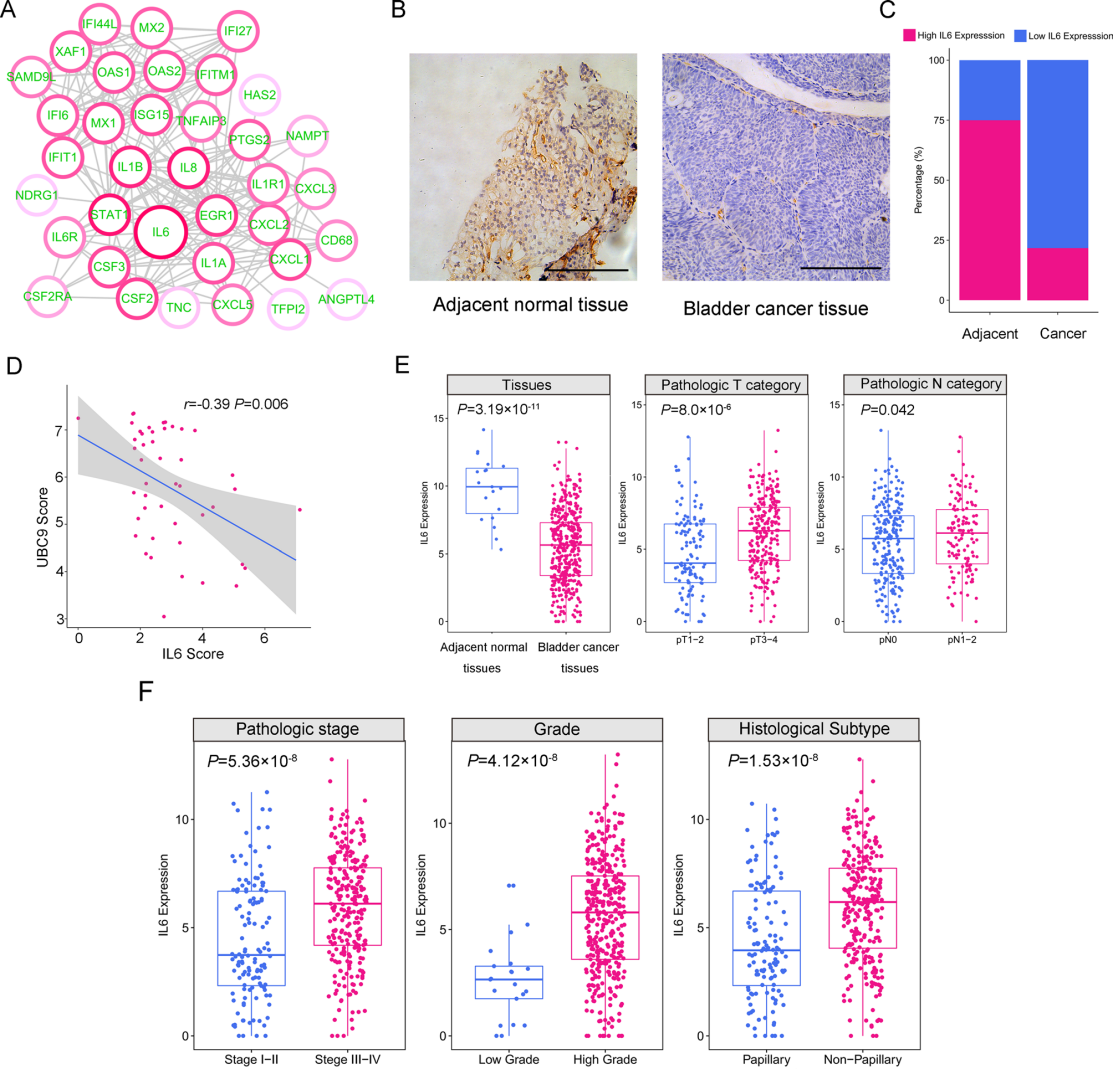
IL6 is located in the hub of the regulatory network of UBC9. (**A**) The protein‑protein interaction (PPI) network of DEGs. The red circles represent the up-regulated genes in the shRNA-UBC9. A darker color indicated a greater difference in gene expression. The IL6 was the hub in the network. (**B**) Representative images of IHC detecting the expression of IL6 in bladder cancer samples and adjacent normal tissues. Scale bars = 20 μm. (**C**) The expression of IL6 in bladder cancer samples and adjacent normal tissues detected by IHC (n of bladder cancer samples = 46, n of adjacent normal tissues = 8). (**D**) The correlation between UBC9 levels and IL6 levels based on immunohistochemical scores. (**E**–**F**) The correlation between IL6 levels and clinical parameters (TCGA).

**Figure 7:**
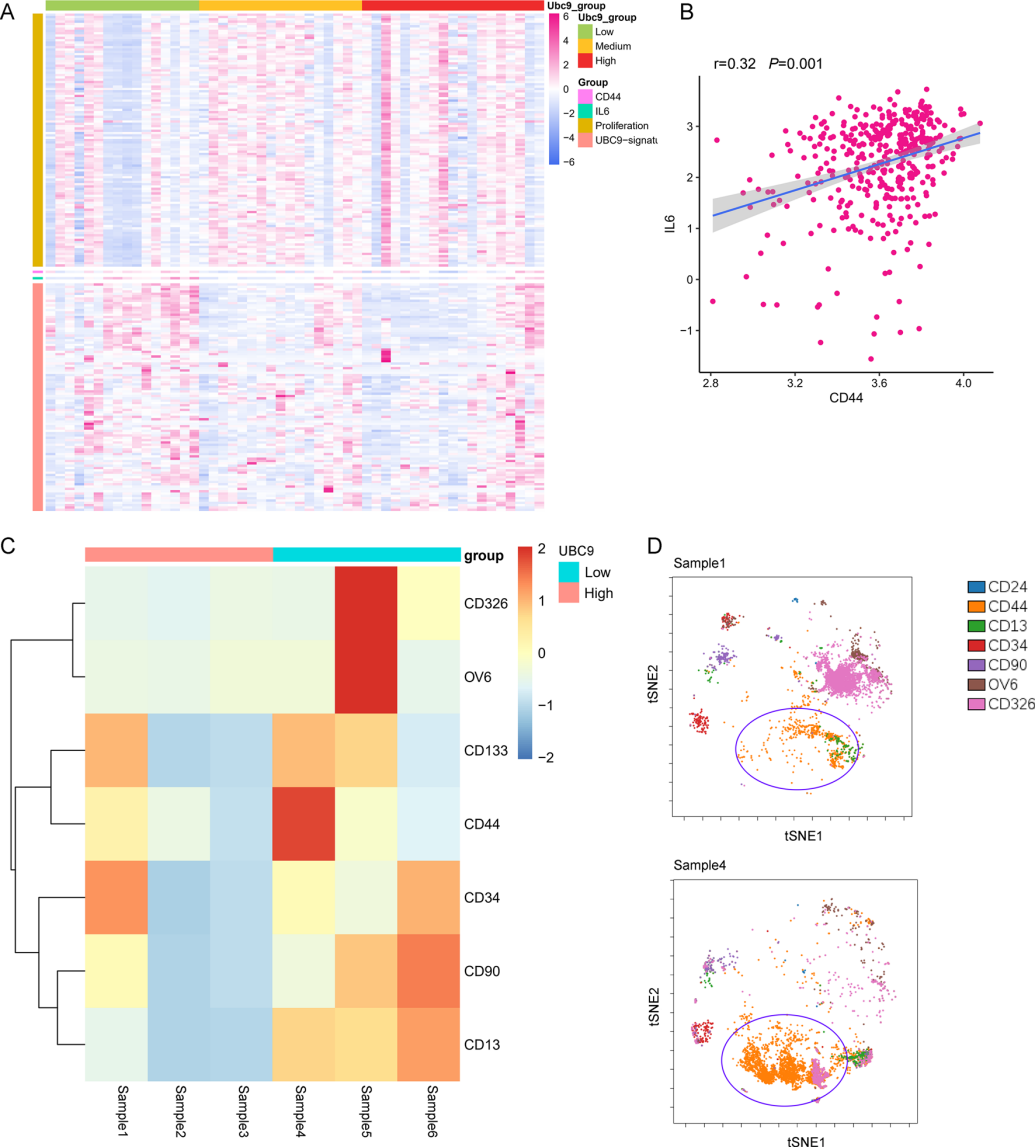
Inflammation and cancer stem cell-like population increased in UBC9-low bladder cancer samples. (**A**) Heatmaps of UBC9-signature and proliferation-signature^28^. 52 case of bladder cancer samples were divided into high, medium and low groups according to the mRNA expression of UBC9. proliferation-signature, UBC9-signature CD44 and IL6 were shown. (**B**) The correlation between IL6 levels and CD44 levels. (**C**) Heatmap of mean level cancer stem cells markers. Samples were divided into two groups according to the expression of UBC9 and the expression of cancer stem cells markers were detected by CyTOF. (**D**) Representative tSNE plot from sample1 (UBC9-up) and sample4 (UBC9-down). The blue circle indicated the CD44-positive cell population.

### Epithelial–mesenchymal transition was activated in UBC9-low bladder cancer

Epithelial–mesenchymal transition (EMT) promotes the gain of stem cell characteristics and sustains stem cell‐like populations^31^. During the process of EMT, cancer cells lose their epithelial morphology and adopt a spindle‐shaped and mesenchymal appearance progressively. Inflammation is an important trigger of EMT. Given that the key function of UBC9 in alleviating inflammation, we investigated whether UBC9 was associated with activated EMT in cancer samples. An EMT-signature in bladder cancer was collected from literature^32^. The Up-signature consist of up-regulated gene markers in the mesenchymal phenotype while the down-signature was decreased in mesenchymal phenotype. We observed that up-signature was increased but down-signature was decreased in UBC9-low group (Fig. 8). These results indicated that low expression of UBC9 in bladder cancer was associated with EMT.

**Figure 8:**
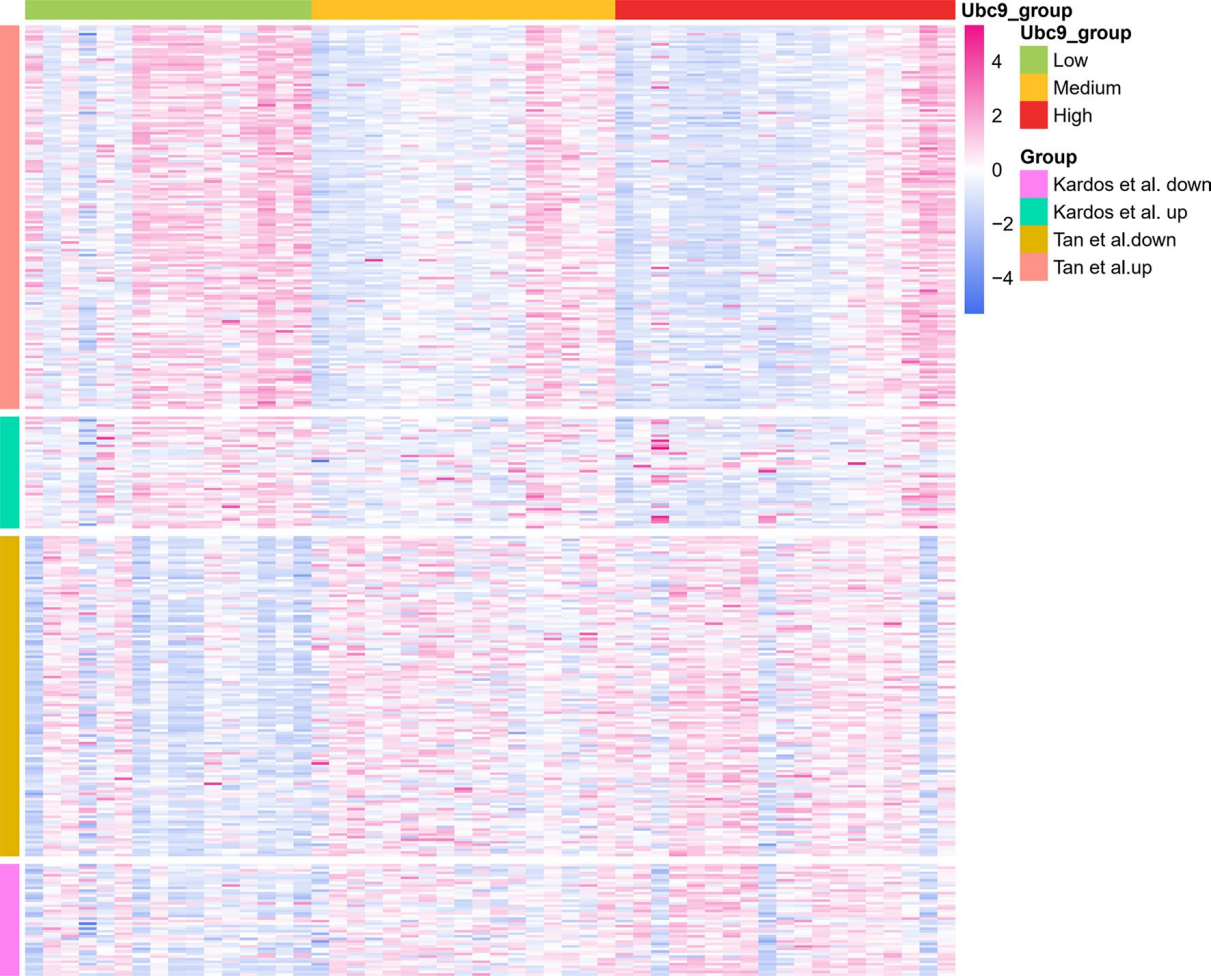
Heatmaps of two bidirectional EMT signatures. 52 case of bladder cancer samples were divided into high, medium and low groups according to the mRNA expression of UBC9. An EMT signatures was collected from literature^32^.

## Discussion

It is widely accepted that UBC9, a hallmark of activated sumoylation, plays a vital role in maintaining the homeostasis and restraining stress responses. Inflammation is also a kind of stress responses. Hypoxia stress, oxidative stress, cytokines stimulation, chemotherapy drugs and activated oncogenes induce inflammatory reaction in cancer cells^8^. Intense inflammation induces the production of reactive nitrogen species (RONS), which causes cellular senescence, suppresses tumor proliferation and leads to apoptosis^33,34^. However, inflammation is the origin of cancer. Inflammation leads to increased DNA mutation rates and overall genetic instability; free radicals suppress the activity of DNA mismatch repair genes and increased chemokines contribute to tumor growth and angiogenesis^35,36^. In the present study, we reported a dual role of UBC9 in bladder cancer. UBC9 in bladder cancer cells is required to maintain high sumoylation levels and alleviate stress-related inflammation threats to cell survival. In contrast, low expressed UBC9 in bladder cancer might contribute to activation of inflammation, stem cell-like population formation and EMT.

Both public data and our in vitro experiments showed that UBC9 expression was elevated in bladder cancer samples compared to adjacent tissues. However, we observed that UBC9 expression was down-regulated with tumor progression. Knockdown of UBC9 inhibited cell proliferation, cell cycle progression, cell migration and promoting apoptosis. Inflammatory pathways were remarkably active after knockdown of UBC9. Our results are in line with previous research showing that Ubc9^−/−^ accompanied by impaired sumoylation exhibited globally heightened inflammation^37^. UBC9 knockdown clearly activates inflammation-related and apoptosis pathways. Our examination of bladder cancer samples revealed UBC9 expression was negatively correlated with most genes in pathways linked to chemokine signaling, apoptosis, NOD-like receptor signaling, and Jak-STAT signaling. Thus, these results suggested that bladder cancer cells required UBC9 to restrict inflammation. Without the protection of UBC9, cancer cells would suffer from a cytokine storm, resulting in compromised migration and increased apoptosis. Thus, UBC9 may not be a “driver” but a “protector” of bladder cancer tumorigenesis.

IL6 was a key component in the regulatory network of UBC9. The expression of IL-6 increased 17-fold after UBC9 knocking-down. IL-6, one of the major cytokines, is deregulated in cancer^38^. IL6 overexpression can reduce cell proliferation, migration, and invasion both in vitro and in vivo^39^. In the present study, we found that IL6 expression was downregulated in bladder cancer samples, but upregulated in advanced cancer stages and grades compared with adjacent non-malignant tissues, exactly opposite of UBC9. In recent years, IL6 has attracted widespread attention as a double-acting inflammatory factor with pro- and anti-inflammatory roles^38,40^. High IL6 expression in bladder cancer samples has also been associated with advanced stages, higher post-treatment recurrence rate, and decreased survival rate. Moreover, blocking IL6 expression attenuated invasive capability of bladder cancer cells^41^. The exact mechanism of IL6 in bladder cancer is still unclear^42^. IL6 might increase oncogene expression through activating the Janus kinase/signal transducer and activator of transcription (Jak-STAT) signaling pathway^40^. Previous research indicated that IL6-STAT3 signaling contributed to the induction of CD44^43,44^, a prominent marker of cancer stem cells in various malignancies, including bladder cancer. We found that CD44 was upregulated and positively correlated with IL6 after UBC9 knockdown. And CyTOF indicated that CD44-positive stem cell-like population was increased. These results led us to speculate that low expression of IL6 levels appear to benefit tumor growth, while high expression of IL6 activates inflammation and tumor stem cells, facilitating cancer progression.

UBC9 is emerging as a novel cancer therapeutic target for enhancing chemosensitivity and inducing synthetic lethality^45^. However, based on the findings of this study, we caution that pharmacological impairment of UBC9 may have unexpected risks. Instead of damaging tumor cells, attenuated UBC9 may activate inflammatory pathways and thus facilitate cancer progression. Context-specific studies with more refinement are needed before UBC9 can be safely used in cancer treatments.

## Conclusions

This study is the first to focus on UBC9 function in bladder cancer. We demonstrated that UBC9 was up-regulated in bladder cancer samples. Knockdown of UBC9 inhibited proliferation, arrested cell cycle progression and promoted apoptosis in bladder cancer cells. But attenuated UBC9 activated inflammatory pathways and increased cancer stem cell-like population. We therefore concluded that UBC9 might be required to maintain high sumoylation levels and alleviate stress-related inflammation threats to cell survival, providing a promising candidate for targeted therapy.

## Supplementary information

Supplementary Information.

## Data Availability

The datasets generated and/or analysed during the current study are available in the [Gene Expression Omnibus (GEO)] repository, [https://www.ncbi.nlm.nih.gov/geo (accession no. GSE117143)].

## Abbreviations

UBC9: Ubiquitin-conjugating enzyme 9
SUMO: Small ubiquitin-related modifier

# Supplementary material for: UBC9 coordinates inflammation affecting development of bladder cancer
**Source:** Sci Rep. 2020 Nov 26;10:20670. doi: 10.1038/s41598-020-77623-9
**Supplement:** Supplementary file 1 — Supplementary Information.

# UBC9 coordinates inflammation affecting development of bladder cancer

**Xiaoliang Huang<sup>2,3,4†</sup>, Yuting Tao<sup>2,3,4†</sup>, Jiamin Gao<sup>2,3,4</sup>, Xianguo Zhou<sup>2,3,4</sup>, Shaomei Tang<sup>2,3,4</sup>, Caiwang Deng<sup>2,3,4</sup>, Zhiyong Lai<sup>2,3,4</sup>, Xinggu Lin<sup>2,3</sup>, Qiuyan Wang<sup>2,3,4\*</sup>, Tianyu Li<sup>1,2,3\*</sup>**

3 Guangxi key laboratory for genomic and personalized medicine, Guangxi, collaborative innovation center for genomic and personalized medicine, Nanning, Guangxi Zhuang Autonomous Region, China

† These authors contributed equally to this work.

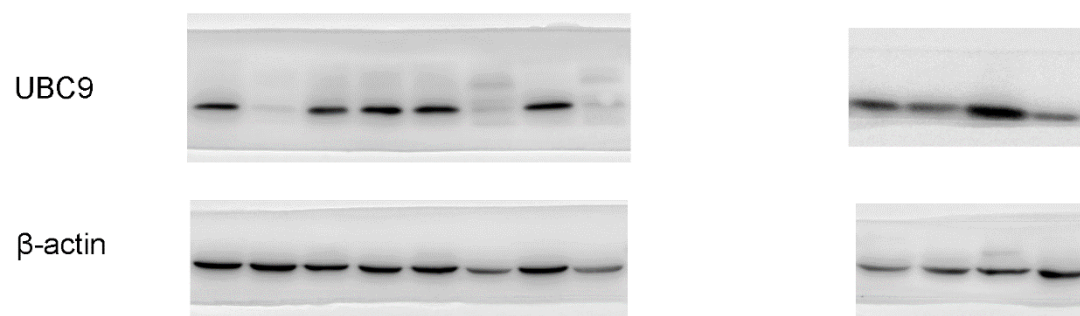

**Figure S1:** The original western blot membranes for membrane strips presented in Figure 1D.

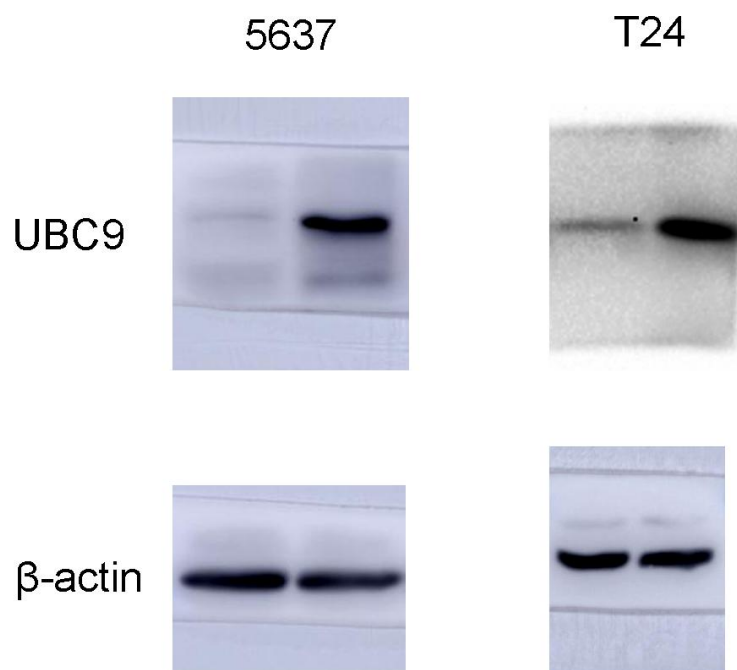

**Figure S2:** The original western blot membranes for membrane strips presented in Figure 2B.

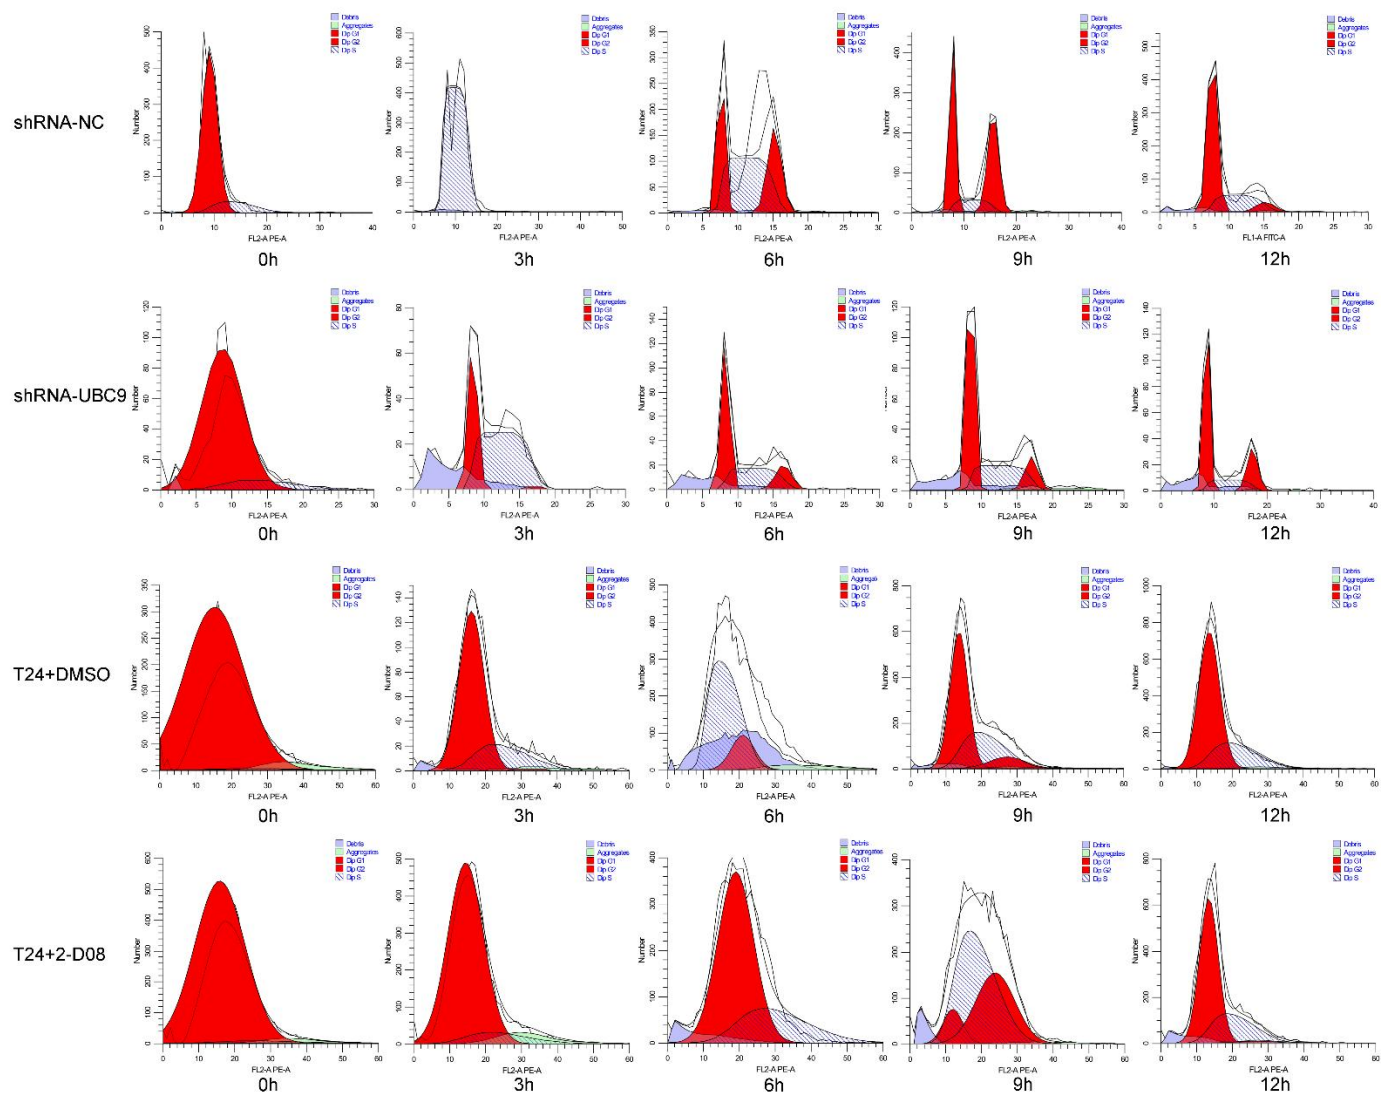

**Figure S3: The flow charts of cell cycle synchronized using a double thymidine block.** The vertical coordinates indicated cell counts and the horizontal coordinates indicated signal strength.

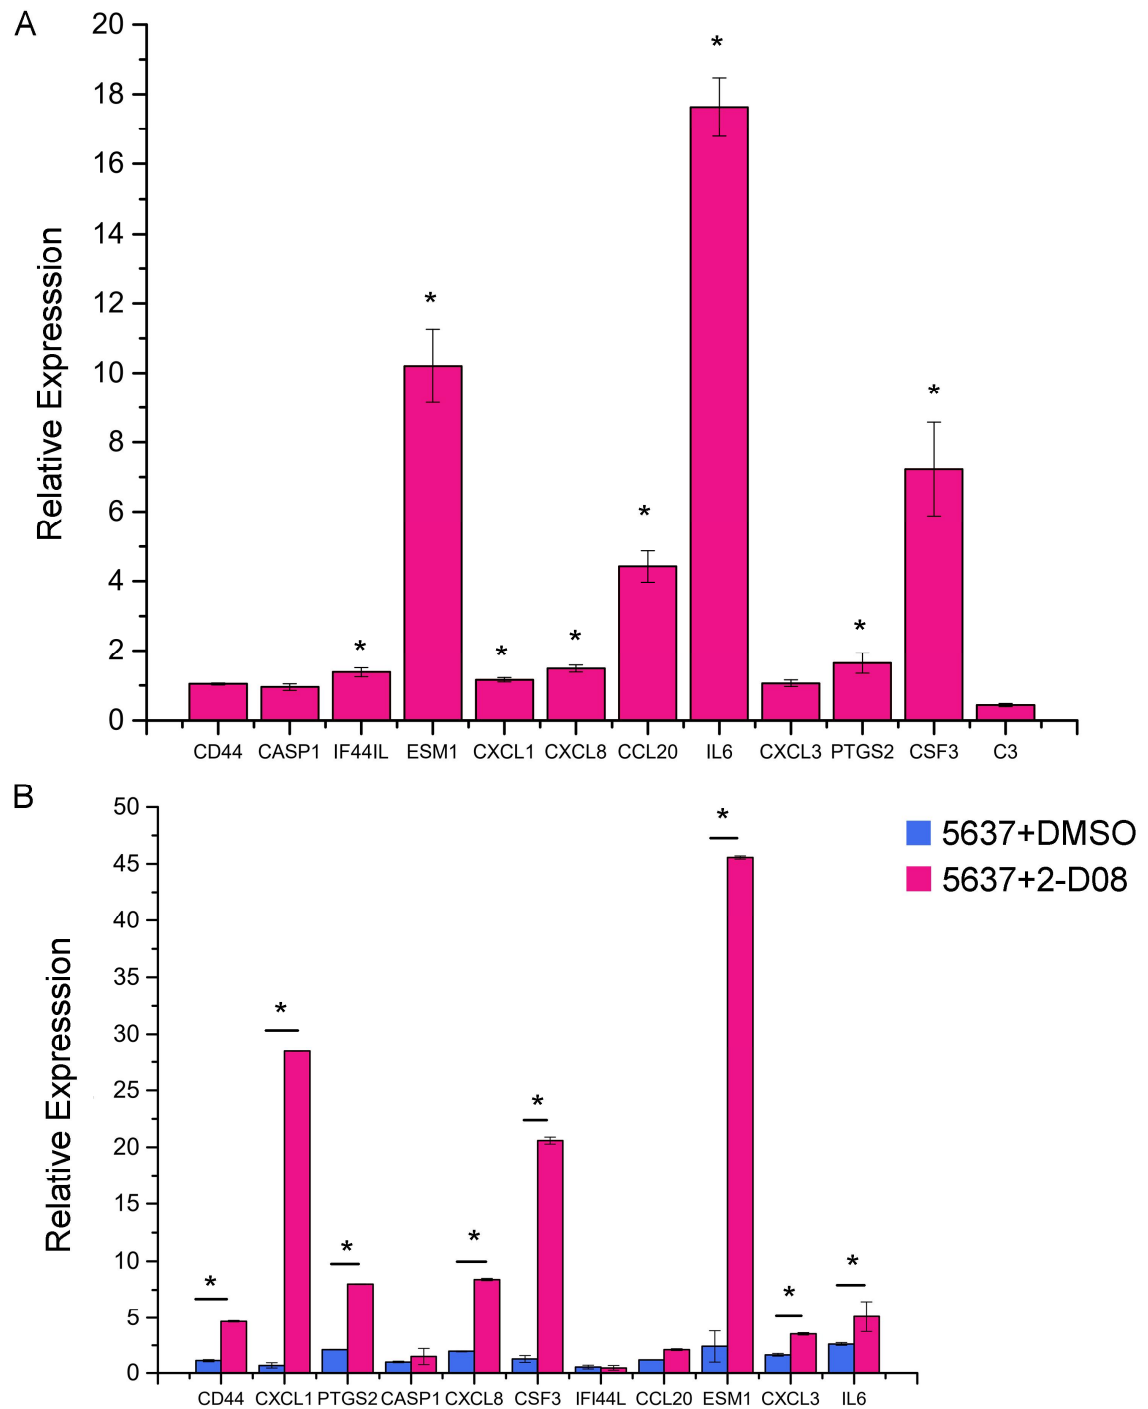

**Figure S4:** The expression of inflammatory factors after silencing of UBC9. (A) The expression levels of inflammatory factors after knock-down of UBC9; (B) The expression levels of inflammatory factors after 5637 cells treated with SUMOylation inhibitor 2-D08.

Table S1: The primers used in the study

| Gene symbol | Primers      |                         |
|-------------|--------------|-------------------------|
| UBC9        | LEFT PRIMER  | CAGGAAAGA AAGGGACTC     |
|             | RIGHT PRIMER | TTCGGGTGAAATAATGG       |
| PTGS2       | LEFT PRIMER  | TAAGTGCGATTGTACCCGGAC   |
|             | RIGHT PRIMER | TTTGTAGCCATAGTCAGCATTGT |
| IL6         | LEFT PRIMER  | AGACAGCCACTCACCTCTTC    |
|             | RIGHT PRIMER | TTTCACCAGGCAAGTCTCCT    |
| CXCL3       | LEFT PRIMER  | CGCCCAAACCGAAGTCATAG    |
|             | RIGHT PRIMER | GTCCTTTCCAGCTGTCCCTA    |
| CCL20       | LEFT PRIMER  | CTCCTGGCTGCTTTGATGTC    |
|             | RIGHT PRIMER | ATTTGCGCACACAGACAACT    |
| CXCL1       | LEFT PRIMER  | ACTCTACCTGCACACTGTCC    |
|             | RIGHT PRIMER | TCCCCTGCCTTCACAATGAT    |
| IFI44L      | LEFT PRIMER  | GTTGAAAGATGCAGCCGTCA    |
|             | RIGHT PRIMER | AAACGACACACCAGTTGCTC    |
| CXCL8       | LEFT PRIMER  | CAGTTTTGCCAAGGAGTGCT    |
|             | RIGHT PRIMER | ACTTCTCCACAACCCTCTGC    |
| C3          | LEFT PRIMER  | TGTGCAGTCTCTAACCCAGG    |
|             | RIGHT PRIMER | TCCATTTCGCAGGAGGAAGTT   |

Table S2: The association between UBC9 expression and clinical parameters in bladder cancer

pT : Pathologic T category, \*\*P ≤ 0.01

How the deposited data were processed for this re-analysis (not part of the article)

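RNA-seq of T24 cells was available for 3 shRNA-NC and 3 shRNA-UBC9 samples. The condition and replicate of each sample were taken from the sample labels and from the paper. The authors trimmed the reads, mapped them to GRCh38 with the CLC Biomedical Genomics Workbench at its default parameters, and deposited RPKM values for 58174 genes per sample. The release of the gene annotation, the handling of reads that map to several places and any filter are not stated, so genes with near-identical copies are uncertain. RPKM values are corrected for gene length and for the total of mapped reads, but not for differences in RNA composition between samples.

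Because the files hold no read counts, no count model was used. The values were taken to log2(RPKM + 0.1), and genes with an RPKM of at least 0.5 in at least 3 of the 6 samples were kept, which left 12428 genes. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called a DEG with a |log2 fold change| > 1 and an adjusted p-value below 0.05, as in the results section of the paper. Its methods section states another threshold, which was computed as an alternative. Every adjusted p-value for a gene comes from limma, and no exact permutation test of 3 samples against 3 can give a p below 0.1.

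Gene sets were tested with limma's camera test with a preset correlation of 0.01 between genes, adjusted over 12 sets, with an adjusted p-value below 0.05 as the threshold. The paper states an FDR threshold of 0.25 for GSEA, which was applied as an alternative chosen after seeing the data. The KEGG, GO and STRING data used by the paper are not in the files analysed here, so the sets were written by hand from general knowledge before the processed files were opened, and are not the paper's sets. The value given for a set is the mean log2 fold change of its tested genes.

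The genes named are every gene the paper names for the T24 RNA-seq, the 10 DEGs with the largest and the 10 with the smallest log2 fold change among DEGs with a mean RPKM over 0.5 in shRNA-UBC9, and the DEGs within the tested sets. Some other genes, of hypoxia, interferon and stem cell marker lists, are given only in the closing section, and the hypoxia list was written after the values of NDRG1 and ANGPTL4 had been seen.

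The depth of each sample relative to shRNA-NC replicate 1 was read from the steps of low RPKM values and ranged from 0.945 to 1.208. The absolute depth is unknown, so no interval was given for low values, and changes of genes near 0 RPKM depend on the pseudocount.

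Matches of the seed of the shRNA were counted in the 3′ UTRs of the canonical transcripts of GENCODE release 44 (GRCh38), and genes with and without a match were compared by 100000 resamples of the gene labels. Reference values were found for 91.1% of the tested genes.

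The scripts were tested on simulated data. Of 200 simulated genes changed by 2 on the log2 scale, 100% were recovered, with 4 unchanged genes called. In the resampling test, a simulated shift of -0.2 came back as -0.192. The simulated genes varied independently, so this did not test the effect of correlation between genes.

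The alternatives were other pseudocounts, other expression filters, quantile normalization, median scaling, no intensity trend, a replicate block, leaving out each replicate, other thresholds for DEGs, and for gene sets an estimated correlation between genes and the removal of genes the paper names. RT-qPCR, antibody array, tumour and mass cytometry data and data of the other cell line were left out because they are not in the files analysed here. Calculations outside limma used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.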

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

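These results lie in genes or gene sets that the paper does not discuss for the T24 RNA-seq, and each stood apart from the shRNA-NC samples. Groups of 3 samples are too small to test a sample as an outlier.

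The set of interferon-stimulated genes had a mean log2 fold change of 2.5, with 37 of 38 genes higher in shRNA-UBC9 and 33 of them up-regulated DEGs (adjusted p = 1.2e-17 from limma's camera test with a preset correlation between genes, and 0.241 with the correlation estimated). With the replicate number as a block the adjusted p-value was 5.8e-25. Replicate 2 was highest in 27 of the 38 genes in both groups, so a batch shared by samples of the same number cannot be excluded as a source of variation within the groups. Of the 10 splits of the 6 samples into 3 and 3, only 1, the real split, gave a camera p as small, and 10 splits cannot give a share below 0.1. An interferon response to the lentiviral shRNA itself was weighed. The files hold 1 shRNA against UBC9, so in these data a response to this hairpin cannot be told apart from a response to the loss of UBC9. With a SUMOylation inhibitor, which uses no hairpin, the paper reports higher IL6, CXCL8 and other genes in its other cell line. The genes it names for the inhibitor include no interferon-stimulated gene. Interferon genes were examined next: of IFNB1, IFNL1, IFNL2 and IFNL3, 2 were higher in all shRNA-UBC9 samples than in all shRNA-NC samples. IFNB1 had 0.494 ± 0.293 RPKM (SD, n = 3) against 0 in every shRNA-NC sample, and IFNL1 had 1.228 ± 1.002 RPKM against 0.058 ± 0.017 RPKM (SD, n = 3 each). This is in line with interferon being made by the cells, but it does not say what started it.

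The set of proliferation genes had a mean log2 fold change of -0.64, with 33 of 34 genes lower in shRNA-UBC9 (adjusted p = 3.8e-11 from limma's camera test, and 0.26 with the correlation between genes estimated). TOP2A fell from 120.8 ± 17.6 to 57.5 ± 6.0 RPKM (SD, n = 3 each). A camera p as small came from 3 of the 10 splits of the samples, the real split included. The other splits mix the 2 groups unevenly, so part of a real shift stays in them. They therefore cannot decide whether the p-value is a safe guide. The set mean of each sample lay within -0.239 to 0.199 of its group mean on the log2 scale, less than the shift of -0.64. Genes of this set move together, and a slower culture in any 3 samples may produce such a p. In its own assays the paper reports lower proliferation and slower entry into S phase of T24 cells after UBC9 knockdown. The fall of this set has the same direction.

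The epithelial EMT markers had a mean log2 fold change of -0.413, but only 6 of 10 genes were lower (adjusted p = 0.0441 from limma's camera test). PPL fell and DSP rose, and 2 of the 10 splits gave a p as small. The result did not hold under most alternatives and is not taken further.

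Among the 10 DEGs with the largest log2 fold change, 7 are not named by the paper. The log2 fold change was 8.702 for SERPINB2, 8.165 for STC1, 8.161 for PI3, 7.427 for MMP1, 7.414 for MMP3, 7.063 for C15orf48 and 6.932 for SLPI. SERPINB2 rose from 0.952 ± 1.023 to 341.9 ± 139.7 RPKM and MMP1 from 0.252 ± 0.042 to 62.7 ± 20.9 RPKM (SD, n = 3 each). Most of them were near 0 in shRNA-NC, so the pseudocount sets their size: with a pseudocount of 1 the log2 fold change of PI3 was 5.056 and that of MMP3 was 4.375. STC1 was uneven in shRNA-UBC9, with 129.966 RPKM in replicate 1 and 30.3 and 25.5 RPKM in replicates 2 and 3. Reads shared between the related genes MMP1 and MMP3 were not tested.

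The technical explanations for genes changed between the groups were weighed together. The median relative depth of shRNA-UBC9 was 1.041 times that of shRNA-NC and the ranges overlapped. Median scaling, which corrects for a few genes taking most of the reads, gave 975 DEGs. Across genes, the Spearman correlation of log2 fold change was -0.056 with transcript length and 0.053 with GC content, both under the bound of 0.2 written beforehand. None of these accounts for the changes. Only 1 of the 10 splits, the real split, gave as many DEGs in total, up-regulated or down-regulated. It gave 981 DEGs and every other split gave 0 or 1. Each other split mixes the groups, so a difference between them widens the spread within its parts and keeps its count low. The counts therefore cannot decide whether a chance division of like samples produced the DEGs. With 10 splits the share also cannot go below 0.1. Library and culture batches are not recorded in the labels. The predictions for the splits, for depth, for the reads taken by a few genes and for the shRNA itself were written after their results had been seen. Those for gene length, GC content and interferon genes were written before. No pattern is called biological here.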

How the results depend on the processing

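The alternatives below were fixed before the processed files arrived, apart from leaving out replicates for the replicate correlations and an FDR threshold of 0.25 for gene sets, which were chosen after seeing the data. The SUMO pathway genes kept their direction and stayed above an adjusted p-value of 0.05 under every alternative, from 0.213 to 0.449, so some alternatives put them below 0.25 and others, like the main fit (0.257), above it. The seed match shift also kept its direction and side of the threshold.

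The number of DEGs depended on low values. A pseudocount of 1 gave 552 DEGs, 391 up-regulated and 161 down-regulated, against 981, 646 and 335. Requiring an RPKM of at least 1 in every sample also gave 552, with 342 up-regulated and 210 down-regulated. A larger pseudocount shrinks the fold changes of low genes, and the stricter filter removes genes that are silent in either group. With the replicate block there were 974. Quantile normalization left the total at 981 but moved the balance, to 573 up-regulated and 408 down-regulated. Across the 6 fits that each left out a replicate there were 799 to 964 DEGs. Leaving out an shRNA-UBC9 sample also removes genes expressed only in that group, since the filter asks for 3 samples.

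The replicate correlation gap of 0.0353 was 0.0284 with a pseudocount of 1, 0.0083 without a filter and 0.0276 with the Spearman correlation, and 0.0280 to 0.0451 with a replicate left out. With a pseudocount of 0.01 the gap was 0.0388. What made the gap smaller under the other alternatives was not tested.

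Estimating the correlation between genes of a set left every mean unchanged, as it must, but no set then had an adjusted p-value below 0.05. This held for array cytokines (2.267), chemokine ligands (4.357), chemokine signaling (4.083), apoptosis (0.369), NOD-like receptor signaling (0.903), Jak-STAT signaling (0.790), interferon-stimulated genes (2.497), proliferation genes (-0.640) and epithelial EMT markers (-0.413). The lowest adjusted p-value was 0.211. The paper states an FDR threshold of 0.25 for GSEA. Below it lay 10 of the 12 sets in the main fit and 7 of 12 with the correlation estimated, and the only set that it added in the main fit was unsaturated fatty acid biosynthesis (-0.177). Genes of a set rise and fall together between replicates, which the preset correlation of 0.01 leaves out, and 6 samples estimate it poorly. Estimating it also bases the degrees of freedom of the test on the samples rather than the genes. The higher p-values therefore do not show the effect of correlation alone.

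Without the genes the paper names, apoptosis (0.240) and NOD-like receptor signaling (0.353) were no longer below 0.05. The paper named many of these genes for their rise in the same samples, so leaving them out was bound to lower the means of raised sets. Epithelial EMT markers were also not below 0.05 with that setting (-0.413), with no filter (-0.115), quantile normalization (-0.516), median scaling (-0.429) and no intensity trend (-0.413), and their mean ranged from -0.512 to -0.058 with a replicate left out. The mesenchymal EMT markers, with a mean near 0, reversed to 0.011 without a filter and ranged from -0.136 to 0.084 with a replicate left out.

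Of 126 named genes, 102 were unchanged under every alternative in which they were tested. Not every gene was tested in each. MMP1 and CCL20, for example, were in only 3 of the 6 fits that each left out a replicate. Among the 1680 results of the named genes under the alternatives, 73 were weaker and none reversed. The unknown absolute depth limits what can be said of genes near 0 RPKM in either group.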

Differences from the paper's values

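The paper gives 744 DEGs, 437 up-regulated and 307 down-regulated, against 981, 646 and 335 here, which is within 1.5 times for each. The up-regulated count left this bound under 5 alternatives and kept it under 11. Among the 5 were an unadjusted p-value (661) and no filter (813). The total left it under 1 alternative, no filter (1206), and the down-regulated count under 1, a pseudocount of 1 (161).

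The RT-qPCR fold changes of Fig. 4D were read by eye and set beside the fold change from the RNA-seq fit, 2 raised to the log2 fold change. The replicate SD of a fold change combines the log-scale SDs of both groups. It is a spread for single samples, wider than the error of the group means. For C3 the paper shows about 500 in Fig. 4D, and the value here was 38.4. None of the alternatives set before the files arrived closed this gap, and the highest was 97.7 without shRNA-NC replicate 2. For CCL20 the paper shows about 49 in Fig. 4D, and the value here was 209. A pseudocount of 1 gave 65.6, which no longer differed by more than the replicate SD, and the other alternatives left the difference. For IFI44L the paper shows about 9 in Fig. 4D, and the value here was 31.0. A pseudocount of 1 gave 18.0, within the replicate SD, and the others left the difference. The discussion of the paper gives a 17-fold rise of IL-6 without naming the assay. The value for IL6 here was 41.7, and its difference from 17 lay within the replicate SD of 34.3. With so wide a bound, this does not make the values alike. The value here ranged from 28 to 62.5 under the alternatives, always above 17. For IL6 the paper shows about 49 in Fig. 4D, nearer to the value here.

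The paper ranks CSF3, PTGS2, CXCL3, IL6 and CCL20 as the most increased genes. Here, among DEGs with a mean RPKM over 0.5 in shRNA-UBC9, CCL20 ranked 4, CSF3 7, PTGS2 10, CXCL3 17 and IL6 19, and SERPINB2, STC1 and PI3 ranked 1, 2 and 3. Of the 10 up-regulated genes of Fig. 4C, 2 were among the 10 with the largest log2 fold change here, and of the 10 down-regulated genes, 8 were among the 10 with the smallest.

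Fig. 6A draws IL6R, IL1R1 and CSF2RA in the network of DEGs. Their mean RPKM in shRNA-UBC9 was 0.252, 0.465 and 0.034, below the expression filter. The caption of Fig. 4D describes the genes measured by RT-qPCR as selected DEGs, and CD44 is shown there. The text of the paper counts fewer such DEGs than the figure shows genes, so CD44 may not be among those counted. The log2 fold change of CD44 here was 0.514, below the cutoff.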

Other observations

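The array showed higher TIMP-2 protein after UBC9 knockdown, while TIMP2 mRNA was lower in shRNA-UBC9, at 29.7 ± 1.7 RPKM against 37.9 ± 1.0 RPKM (SD, n = 3 each), a log2 fold change of -0.351 (adjusted p = 0.0112 from limma). Of the stem cell markers that the paper measured by mass cytometry in tumours, CD24, ANPEP, CD34, THY1 and PROM1 were all below 0.2 RPKM in every T24 sample. The groups overlapped for CD24, CD34, THY1 and PROM1. For ANPEP every shRNA-UBC9 sample exceeded every shRNA-NC sample, at 0.050 ± 0.009 RPKM against 0.012 ± 0.010 RPKM (SD, n = 3 each), too low for the expression filter, so it was not tested with limma. EPCAM had 0.658 ± 0.296 RPKM in shRNA-NC and 1.505 ± 0.912 RPKM in shRNA-UBC9 (SD, n = 3 each), which overlapped between the groups.

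Replicate 1 of shRNA-UBC9 stood apart from replicates 2 and 3 in some genes. NDRG1 had 93.2 RPKM there against 11.1 and 9.9 RPKM, and both NDRG1 and ANGPTL4 are drawn in Fig. 6A. These values prompted a list of hypoxia genes, from which NDRG1 and ANGPTL4 were left out of the test. All 24 tested genes of the list were higher in replicate 1 than in the mean of replicates 2 and 3, by 1.001 on average on the log2 scale, against 0.003 for all tested genes (permutation test with 100000 resamples, p = 1e-05, the smallest they can give). Genes are not independent replicates, and the comparison is of a single sample. VEGFA had 21.3 RPKM in replicate 1 against 6.35 and 7.53 RPKM. The depth of this sample was 1.023 times the next highest, too close to account for it. A candidate explanation is a denser or less oxygenated culture. Without replicate 1 the log2 fold change of NDRG1 was 2.084 in place of 3.131, so it remained raised. The prediction for the hypoxia genes was written before the test, after NDRG1 and ANGPTL4 had been seen, and that for depth after the depths had been seen.

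Replicate 2 of shRNA-NC had more interferon-stimulated transcript than the other controls in many genes. IFI6 had 225.6 RPKM there against 31.6 and 35.7 RPKM, and IFI27 had 65.4 RPKM against 13.8 and 15.6 RPKM. A mixture with shRNA-UBC9 RNA would have to give the same share for every gene. IFI6 would need 16.77% of such RNA and CCL20 only 0.27%. Over the genes with a log2 fold change above 3, the median share needed was 5.51% for 10 interferon-stimulated genes and 1.45% for 87 others, a ratio of 0.263. A mixture alone does not explain the pattern, although the bound for this ratio was set after some of these values had been seen. Replicate 2 was high in the other group too. Over the 38 interferon-stimulated genes its mean deviation from the group mean on the log2 scale was 0.366 in shRNA-NC and 0.67 in shRNA-UBC9. It was the highest replicate in 27 of the genes in shRNA-NC, in all 38 in shRNA-UBC9 and in 27 in both groups. The cytokine, chemokine, NOD-like receptor, Jak-STAT and apoptosis sets were also highest on average in replicate 2 of both groups, by smaller amounts for most of them. A batch shared by the samples numbered 2 may therefore be behind this, but the labels record no batches, and with 3 numbers a match by chance cannot be excluded. The prediction for this batch was written after the values had been seen. No biological explanation was tested. With this replicate left out the log2 fold change of IFI6 was 5.072 in place of 4.157.

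Silencing of other genes through the seed of the shRNA was tested. Genes whose 3′ UTR holds the 7-base match to the seed differed from other genes by -0.0754 in mean log2 fold change (2007 against 8827 genes, permutation test, p = 4e-05). Part of this followed from longer 3′ UTRs, since with 3′ UTR length matched the shift was -0.0313 (permutation test, p = 0.033). Of the 298 down-regulated DEGs with a 3′ UTR, 26.8% held the match, against 18.3% of the other genes. A control was then added after this result and its prediction was written before it was run. Of the 21 words made of the same 7 bases, 2 gave a length-matched shift as low, the seed match included, so base composition of the 3′ UTRs could produce a shift of this size. The data do not tell seed-matched silencing apart from base composition, and any such effect on the mean was small beside the changes of the DEGs.

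The SUMO pathway genes had a mean log2 fold change of 0.0758, with 14 of 19 genes higher (adjusted p = 0.257 from limma's camera test), and 4 of the 10 splits gave a p as small. No shift of this set was detectable at the threshold of 0.05. For the mesenchymal EMT markers the mean was -0.014 and 9 of the 10 splits gave a p as small. For the cytokine, chemokine, apoptosis, NOD-like receptor, Jak-STAT and unsaturated fatty acid sets only 1 of the 10 splits, the real split, gave a p as small, a share of 0.1 that the design cannot go below. The predictions for all of these splits were written after the results had been seen.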
